# Genes and signaling networks regulated during zebrafish optic vesicle morphogenesis

**DOI:** 10.1186/1471-2164-15-825

**Published:** 2014-09-30

**Authors:** Jun Yin, Maria E Morrissey, Lisa Shine, Ciarán Kennedy, Desmond G Higgins, Breandán N Kennedy

## Abstract

**Background:**

The genetic cascades underpinning vertebrate early eye morphogenesis are poorly understood. One gene family essential for eye morphogenesis encodes the retinal homeobox (Rx) transcription factors. Mutations in the human retinal homeobox gene (RAX) can lead to gross morphological phenotypes ranging from microphthalmia to anophthalmia. Zebrafish *rx3* null mutants produce a similar striking eyeless phenotype with an associated expanded forebrain. Thus, we used zebrafish *rx3*^-/-^ mutants as a model to uncover an Rx3-regulated gene network during early eye morphogenesis.

**Results:**

Rx3-regulated genes were identified using whole transcriptomic sequencing (RNA-seq) of *rx3*^-/-^ mutants and morphologically wild-type siblings during optic vesicle morphogenesis. A gene co-expression network was then constructed for the Rx3-regulated genes, identifying gene cross-talk during early eye development. Genes highly connected in the network are hub genes, which tend to exhibit higher expression changes between *rx3*^-/-^ mutants and normal phenotype siblings. Hub genes down-regulated in *rx3*^-/-^ mutants encompass homeodomain transcription factors and mediators of retinoid-signaling, both associated with eye development and known human eye disorders. In contrast, genes up-regulated in *rx3*^-/-^ mutants are centered on Wnt signaling pathways, associated with brain development and disorders. The temporal expression pattern of Rx3-regulated genes was further profiled during early development from maternal stage until visual function is fully mature. Rx3-regulated genes exhibited synchronized expression patterns, and a transition of gene expression during the early segmentation stage when Rx3 was highly expressed. Furthermore, most of these deregulated genes are enriched with multiple RAX-binding motif sequences on the gene promoter.

**Conclusions:**

Here, we assembled a comprehensive model of Rx3-regulated genes during early eye morphogenesis. Rx3 promotes optic vesicle morphogenesis and represses brain development through a highly correlated and modulated network, exhibiting repression of genes mediating Wnt signaling and concomitant enhanced expression of homeodomain transcription factors and retinoid-signaling genes.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/1471-2164-15-825) contains supplementary material, which is available to authorized users.

## Background

In vertebrates, eyes form as forebrain evaginations that produce optic vesicles. Upon contacting the surface ectoderm, the optic vesicles form the neural retina and retinal pigment epithelium [1]. The retinal homeobox transcription factor, RX (also known as retina and anterior neural fold homeobox, RAX) has an evolutionarily conserved role during early vertebrate eye development [2]. Of clinical relevance, mutations in human RX can cause anophthalmia (a complete absence of eyes) or microphthalmia (a small eye) [3, 4]. Homozygous murine Rx nulls fail to form eye structures, have severe brain defects, including the absence of forebrain and midbrain structures, and die neonatally [2]. In contrast, hypomorphs are viable, but lack eyes and optic tracts [5].

Teleost genomes can contain multiple *Rx* gene paralogs with specialized roles [6]. In, medaka and zebrafish, *rx3* mutants lack eyes because of a failure of optic vesicles to properly form [7, 8]. Zebrafish *rx1* and *rx2* exhibit reduced expression in *rx3* mutants indicating that Rx3 is an upstream regulator of these paralogs [9]. When expression of *rx1* and *rx2* are knocked-down in zebrafish, optic vesicles do form, but microphthalmia results [6]. Knocking down the expression of *rx1* and *rx2* at later stages of eye development confirms that *rx1* and *rx2* have diversified, pleiotropic roles: *rx1* has a distinct function in the proliferation of retinal progenitor cells [10]. In zebrafish *rx3* null mutants, in addition to defective optic vesicle morphogenesis, the forebrain is enlarged [11]. This is consistent with Rx3 functioning to segregate the eye field from the telencephalon. Indeed, Rx3 alters the migratory behaviour of retinal progenitor cells towards optic vesicle evagination and away from the default forebrain fate [7, 11]. However, the Rx3-regulated genetic networks driving optic vesicle evagination are still poorly understood.

Rx functions as part of a highly conserved network of transcription factors, collectively referred to as the eye field transcription factors, and includes Pax6, Six3, Optx2, Tlx, Lhx2, and ET [12]. A small number of zebrafish Rx3 targets have previously been identified by comparing candidate gene expression in *rx3*^*-/-*^ mutants and wild-type phenotype siblings around somitogenesis. Zebrafish Rx3 functions to up-regulate genes promoting eye development, and concomitantly down-regulate genes supporting forebrain development [11]. *cxcr4a is* down-regulated at about 10 hours post fertilization (hpf), *mab21l2 and pard6gb* are down-regulated at 11 hpf, followed by *rx2* at 13 hpf and *rx1* at 14–15 hpf [9, 13–15]. In *rx3* mutants, *vsx2* expression is not detectable in the zebrafish optic cup at 26 hpf, though in medaka *rx3* mutants, *vsx2* expression has been shown to be down-regulated at a much earlier stage of development (16-somites) [9, 16]. Knockdown of *rx1, rx2, mab21l2* or *vsx2* genes produces small eye phenotypes in zebrafish supporting their role in promoting eye development [6, 13, 17]. Markers of forebrain development, including *emx3, foxg1, tlc, epha4a, ephb4a* and *nlcam* are up-regulated in *rx3*^*-/-*^ mutants during very early stages of eye morphogenesis from 10–12 hpf onwards [8, 11, 18]. The onset of Rx3 expression is from ~9 hpf, during the late gastrulation stage [19]. However, quantitative comparisons of the temporal expression of Rx3 and reported targets during eye developmental stages have not been performed. Furthermore, the Rx3 target genes that have been reported are likely to represent a small proportion of all the genes regulated by Rx3 during early eye development.

RNA-seq enables quantitative, whole transcriptome level measurement of known and novel gene expression [20]. Here, we applied RNA-seq to gain a more comprehensive understanding of the genes regulated by Rx3 in zebrafish. Comparing recessive *rx3*^*-/-*^ mutants and morphologically wild-type siblings, we identified genes with significant differential expression during early eye morphogenesis. We profiled the temporal expression of *rx3* and the Rx3-regulated genes using RNA-seq data sets covering maternal to post-segmentation development stages. Finally, we assembled a gene co-expression network that highlights the complex positive and negative interaction of Rx3-regulated genes with homeodomain transcription factors, retinoid and Wnt signaling factors.

## Results

### Whole transcriptome sequencing of 13 hpf Zebrafish *rx3*^*-/-*^mutants

To identify genes regulated by Rx3 during optic vesicle morphogenesis, adult zebrafish carriers of a null *rx3* mutation were mated. Offspring were phenotypically separated into pools consisting of mutants with an absence of optic vesicles or siblings exhibiting a wild-type phenotype at 13 hours post fertilization (hpf), the earliest time point at which optic vesicle evagination phenotypes can be reliably and quickly detected to ensure correct sampling at this timepoint. Three replicates of pooled RNA samples from 13 hpf eyeless mutants (*rx3*^-/-^) or phenotypically wild-type siblings (*rx3*^*+/+*^*or rx3*^*+/-*^ in unknown ratios), and one replicate of 13 hpf wild-type zebrafish larva were collected for whole transcriptome sequencing. These samples were sequenced to a depth of ~21-26 million reads (Figure 1A). 

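The RNA-seq experiment comprised 7 pools of 10 embryos at 13 hpf, the 8-somite stage: 3 pools of *rx3*-/- mutants, 3 pools of wild-type phenotype siblings and 1 pool of the wild-type AB strain, the strain in which the mutagenesis screen that gave the *rx3* allele was performed. Each pool gave 1 poly-A selected cDNA library and was treated as 1 sample, so the spread between samples is the spread between pools of embryos. The authors aligned the reads to the zebrafish genome build Zv9 with TopHat, counted them with HTSeq on the genes of their combined set of transcripts, and deposited for each pool the read count of every gene without normalization and the RPKM computed from it. Reads on genes ranged from 15820787 to 19941637 in the mutant pools (median 16924660) and from 16583178 to 18293777 in the sibling pools (median 16787136), and the AB pool had 17240040. At these depths 3 reads correspond to at most 0.190 CPM (counts scaled to the reads of the pool), and counts of a few reads carry counting error in addition to the differences between pools. From the counts as deposited, the mutant and sibling pools were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after scaling by edgeR's TMM factors, which lay between 0.990 and 1.01. Genes with more than 10 reads summed over the 6 pools were tested, and genes with an adjusted p-value under 0.05 and a fold change of at least 1.5 in either direction were counted as differentially expressed. A log2 fold change below 0 means lower expression in *rx3*-/- mutants. The standard error given with it was derived from the F statistic of the test, and can be too small where a group has very few reads. The sample labels give the mutant and sibling pools the same replicate numbers, so a second fit with the replicate number as a block was made beside the fit without it. This pairing is taken from the labels, and deviations from the group means had a mean Pearson correlation across genes of 0.390 between same-numbered mutant and sibling pools, with 0.599 for replicate 3 and 0.318 and 0.253 for replicates 1 and 2, where pools with different numbers reached up to 0.277. The AB pool has no replicate and was left out of this comparison. It entered only alternative fits, which are named where they are used.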

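The transcript of the mutated gene itself was examined in every pool. *rx3* lies on chromosome 21 from 9291411 to 9294541 in Zv9, and the mutant allele carries a premature stop codon, so reads of its transcript are counted in both groups. The mutant pools had 250, 250 and 268 reads on *rx3* and the sibling pools 351, 395 and 438, against 365 in the AB pool. In RPKM the values were 8.52, 10.7 and 10.8 in the mutant pools, 14.2, 16.2 and 16.3 in the sibling pools and 14.4 in the AB pool. Every mutant pool was below every sibling pool (two-sided exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). The log2 fold change of *rx3* was -0.64 (standard error 0.13, adjusted p = 0.186 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with the replicate number as a block it was -0.64 (adjusted p = 9.91e-05 from the same test). *rx2*, which separates the groups far more widely, had 3, 2 and 0 reads in the mutant pools and 386, 397 and 482 in the sibling pools.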

About 19–24 million reads could be aligned to the zebrafish genome Zv9, representing 89-91% of all generated reads (Figure 1A).

**Figure 1:**
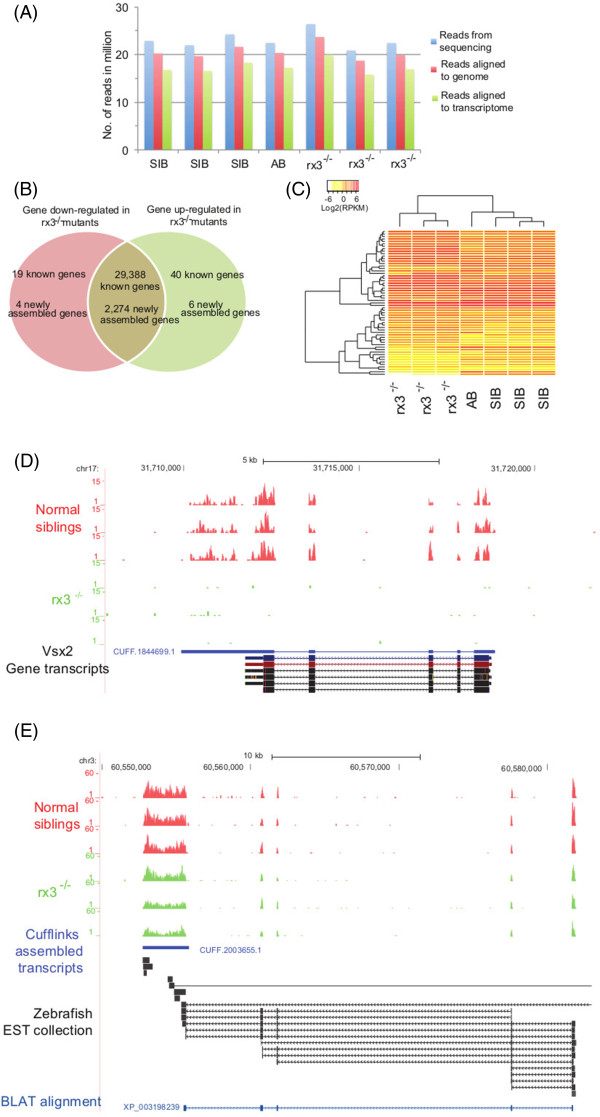
**Successful whole transcriptome sequencing of** ***rx3*** ^**-/-**^ **optic vesicle morphogenesis mutants. (A)** Summary of sequencing reads alignment for wild-type phenotype siblings (SIB), wild-type AB strain (AB) and *rx3* ^-/-^. **(B)** Venn diagram showing the number of differentially expressed genes between *rx3* ^*-/-*^ mutants and siblings. **(C)** Hierarchical clustering of the RNA-seq gene expression data reveals gene cohorts that are deregulated in *rx3* mutants, and that have similar expression patterns in siblings and AB larvae. Hierarchical clustering was based on Euclidean distance with complete linkage. **(D)** Representative RNA-seq read alignments from normal phenotype siblings and *rx3* ^*-/-*^ mutants are depicted in red and green respectively. Transcripts assembled by Cufflinks are in blue. *vsx2* is down-regulated in *rx3* ^*-/-*^ mutants versus siblings. **(E)** A representative profile of the RNA-seq reads for a novel assembled transcript shown to be down-regulated in *rx3* ^*-/-*^ mutants (green traces) versus siblings (red traces). This novel gene is zebrafish hypothetical protein XP_003198239 identified from BLAT alignments and by the zebrafish un-spliced EST collection within the UCSC genome browser.

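The newly assembled gene of Figure 1E is listed without a symbol on chromosome 3 from 60552745 to 60555856 in Zv9. It had 413, 275 and 244 reads in the mutant pools and 518, 543 and 444 in the sibling pools, with an RPKM of 5.63 ± 1.02 and 9.41 ± 1.43 (SD, n = 3 pools each). For this gene the log2 fold change was -0.74 (standard error 0.15, adjusted p = 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not pass the threshold without pairing. In the fit with the replicate number as a block it was -0.74 and the adjusted p = 2.50e-06 from the same test.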

Ample genome annotation is essential for interpreting large gene expression datasets [21]. Thus, we constructed a more comprehensively annotated zebrafish transcriptome by combining *de novo* transcripts assembled using Cufflinks with known transcripts from public databases RefSeq, Ensembl and GenBank. The transcribed regions in the zebrafish genome were increased from only 56 Mb as covered by Ensembl transcripts to 76 Mb after integrating all the transcripts. 

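The count tables list the same 31731 genes in every pool, of which 23553 have a symbol and 8178 do not. On numbered chromosomes of Zv9 there are 30375 of these genes. Among the symbols, 2815 are used for more than 1 gene, so a symbol alone does not always name 1 locus. At least 1 read was counted on between 22278 and 22804 genes per pool, that is on 70.2% to 71.9% of the genes.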

A total of 31,731 genes were defined using the combined set of transcripts. Of these, 2284 genes were solely assembled using RNA-seq reads. Consequently, ~16-20 million reads were mapped to the customized transcriptome representing 82-84% of the aligned reads (Figure 1A). 

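Reads counted on genes numbered 19941637, 15820787 and 16924660 in *rx3*-/- replicates 1 to 3, 16787136, 16583178 and 18293777 in sibling replicates 1 to 3, and 17240040 in the AB pool. The 10 genes with the most reads took 7.87%, 8.18% and 7.91% of the reads in the mutant pools, 7.75%, 8.02% and 7.65% in the sibling pools and 7.32% in the AB pool, and reads on mitochondrial genes made up between 0.0503% and 0.0607% of each pool. The largest pool thus had 19941637 reads and the smallest 15820787, both of them mutant pools, and depth did not separate the groups.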

Overall, ~3-4% of reads were mapped to novel transcribed regions, which are either extensions of known genes forming novel exons and/or longer UTRs (Figure 1D), or entirely novel genes assembled from the RNA-seq data (Figure 1E).

### Identification of differentially expressed genes in *rx3*^*-/-*^optic vesicle mutants

Next, we sought to identify genes significantly deregulated during optic vesicle development due to the absence of functional Rx3. To measure gene expression levels, read counts for each gene were normalized using reads per kilobase per million reads (RPKM) (Figure 1B-E). 

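The filter of more than 10 reads summed over the 6 mutant and sibling pools left 21267 of the 31731 genes. At least 1 read in these pools was found for 24709 genes, and more than 10 reads in each of the 6 pools for 16906. In edgeR's fit, the biological coefficient of variation between pools of one genotype was 11.9%, and it was 6.44% when the replicate number was a block in the fit.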

Genes with extremely low read counts were eliminated from further analysis due to a lack of reproducibility (Additional file 1: Figure S1). Using an RPKM cut-off of 5, ~28% of the genes are highly expressed, whereas, with a moderately stringent cut-off of 0.5 ≤ RPKM <5, ~52% of the annotated genes are expressed. 

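Over all 31731 genes of the count tables, 28.4% ± 0.162 (SD, n = 6 mutant and sibling pools) had an RPKM of 5 or more, and 24.6% ± 0.303 had an RPKM from 0.5 to under 5. Together, 53.0% ± 0.366 of the genes had an RPKM of 0.5 or more. Over all genes, the paper's 52% is thus near the share at 0.5 or more, and not near the share from 0.5 to under 5. The shares hardly differed between genotypes, with 28.4% ± 0.216 of the genes at 5 or more in *rx3*-/- mutants and 28.4% ± 0.136 in siblings (SD, n = 3 pools each). Over the 21267 genes left by the filter on low counts, 42.4% ± 0.240 had an RPKM of 5 or more and 36.4% ± 0.407 an RPKM from 0.5 to under 5 (SD, n = 6 pools). The shares over the filtered genes were computed first, and the shares over all genes, the annotated genes of the files, were added after those values had been seen.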

Generally, *rx3*^*-/-*^ mutants and wild-type phenotype siblings have no significant differences in global gene expression levels (Additional file 1: Figure S1).

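Across the 21267 tested genes, the median log2 fold change between *rx3*-/- mutants and siblings was 0.00135, with quartiles of -0.12 and 0.13. The medians of the single mutant pools against the sibling mean were 0.00216, 0.00254 and -0.00252, a standard deviation of 0.00282 (n = 3). Across genes, the log2 mean RPKM of the groups, with 0.01 added, had a Pearson correlation of 0.992, where genes are not independent replicates. With each of the 6 pools left out in turn, the median was between -0.00673 and 0.00387. Scaling by TMM centres the bulk of the genes near 0, so these medians follow from the scaling and do not show whether global expression was equal in the 2 groups.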

We compared individual gene expression levels in *rx3*^*-/-*^ mutants and wild-type phenotype siblings using the Bioconductor package DEGseq [22]. 

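With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 28 of the 21267 tested genes had an adjusted p-value under 0.05, and 1025 had an unadjusted p-value under 0.05. Adding the 1.5-fold threshold left 27 genes, 10 lower and 17 higher in *rx3*-/- mutants. Of the 69 genes in the paper's list (Additional file 2), which were matched to the count tables by position, 26 passed both thresholds in the paper's direction, 10 lower and 16 higher. Of these, 24 were known genes and 2 newly assembled. The alternative that moved the number of genes past the p-value threshold most was a Poisson model of the reads pooled over the 3 pools of each group, which takes no spread between pools, with a Bonferroni threshold of 0.001: it gave 982 genes, of which 23 were at least 1.5-fold lower and 46 at least 1.5-fold higher. In edgeR with the same Bonferroni threshold 3 genes remained, 2 lower and 1 higher. With the replicate number as a block in the edgeR fit, 334 genes had an adjusted p-value under 0.05, of which 33 were at least 1.5-fold lower and 60 at least 1.5-fold higher, the highest numbers in either direction among the alternatives, and 66 of the paper's 69 genes passed. This pairing is taken from the sample labels. Deviations from the group means were compared between pools over the 16906 genes with more than 10 reads in each pool: the Pearson correlation across genes was 0.318, 0.253 and 0.599 for the same-numbered mutant and sibling pools, a mean of 0.390, and from -0.461 to 0.277 for pools with different numbers. Of the 6 ways to pair the mutant with the sibling pools, the one given by the numbers had the highest mean correlation, and the next highest, 0.334, was the one that exchanges replicates 1 and 2, so the correlations set replicate 3 apart and hardly distinguish replicates 1 and 2. Each pool was also left out in turn, and between 10 and 12 genes were then lower and between 7 and 20 higher. Some of the paper's genes varied more between replicates than between genotypes. *crtac1* had 144, 147 and 30.2 RPKM in the mutant pools and 82.3, 73.3 and 32.8 RPKM in the sibling pools, with both low values in replicate 3, and its log2 fold change was 0.77 (standard error 0.46, adjusted p = 0.970 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) without the block and 0.59 (adjusted p = 4.63e-04 from the same test) with it. From its own test of read counts, together with its fold change threshold, the paper concludes that the genes of its list were significantly differentially expressed in the absence of functional Rx3, more of them up-regulated than down-regulated, and it carries the annotated ones into its analyses of functions, pathways and networks.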

In summary, 69 genes were significantly differentially expressed between *rx3*^*-/-*^ mutants and the morphologically normal siblings, with 23 genes significantly down-regulated and 46 significantly up-regulated with ≥1.5 fold change (Figure 1B, Table 1 and Additional file 1: Figure S1). These differentially expressed genes exhibit similar expression profiles in both 13 hpf wild-type larvae and wild-type phenotype siblings compared to *rx3*^*-/-*^ mutants (Figure 1C). 

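For each of the paper's 69 genes, log2(CPM + 0.5) in the AB pool was compared with the group means. The AB pool was nearer to the sibling mean for 55 of the 69 genes, and for 26 of the 27 genes that passed the thresholds of the edgeR fit. Over the 69 genes, the Euclidean distance between the AB pool and a sibling pool was 7.24 on average (range 6.91 to 7.47), and between the AB pool and a mutant pool 13.3 (range 13.0 to 13.7). Sibling pools were on average 3.72 apart, mutant pools 4.84, and a mutant and a sibling pool 11.1, so the AB pool lay farther from every sibling pool than the sibling pools lay from each other. In a tree with complete linkage, as in the paper's figure, the AB pool joined the siblings at a distance of 7.47 and the 3 mutant pools formed a separate branch, joined at 13.7. The 69 genes were chosen for a difference between these same mutant and sibling pools, so the separation of mutants from siblings follows from that choice. Only the place of the AB pool, which had no part in the choice, was left open. There is 1 AB pool, so these distances have no replicate check on its side.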

Table 1 summarizes the expression levels of the 20 most significant differentially expressed genes. 

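Of the 20 genes in Table 1, 16 passed an adjusted p-value of 0.05 and a 1.5-fold change in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 20 passed with the replicate number as a block. The 4 that passed with the block and not without it were *ccdc90b*, *pou3f3a*, *dmrta2* and *crtac1*. In 19 of the 20 genes, the RPKM values of the 3 mutant pools all lay on one side of those of the 3 sibling pools, and *crtac1* was the exception. The log2 fold changes ran from -7.90 for *rx2* to 1.49 for *nr2e1*, and 11 of the 20 genes changed at least 2-fold. *nr2e1* rose from an RPKM of 4.72 ± 0.453 in siblings to 13.2 ± 1.47 in *rx3*-/- mutants (SD, n = 3 pools each), with an adjusted p = 2.46e-04 from the same test. *ccdc90b*, on chromosome 21 from 22003868 to 22007106 and 12.7 Mb from *rx3*, had an RPKM of 2.64, 1.08 and 0.320 in mutant replicates 1 to 3 and 5.82, 5.52 and 3.66 in sibling replicates 1 to 3, a fall along the replicate numbers in both groups, and an adjusted p = 0.419 from the same test without the block and 4.31e-07 with it. *dmrta2* had an adjusted p = 0.0652 and *pou3f3a* an adjusted p = 0.158 from the same test without the block, at log2 fold changes of 0.78 and 0.60. Over the 6 fits that each left out one pool, the log2 fold change of *dmrta2* ran from 0.66 to 0.92, and it passed the thresholds in 1 of them, without mutant replicate 3 (adjusted p = 0.00195).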

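The 10 newly assembled genes of the paper's list were matched by position, and all 10 kept the paper's direction, 4 lower and 6 higher in *rx3*-/- mutants, with no overlap between the RPKM values of the mutant and sibling pools. Without pairing, 2 of them passed the thresholds of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with the replicate number as a block all 10 did. The 2 lie close together on chromosome 7 of Zv9, from 15231286 to 15231842 and from 15251622 to 15251946, with log2 fold changes of 1.91 (standard error 0.20, adjusted p = 0.00137 from the same test) and 1.95 (standard error 0.18, adjusted p = 5.44e-04). Their RPKM rose from 4.44 ± 0.725 to 16.6 ± 3.00 and from 6.82 ± 0.906 to 26.3 ± 1.65 (SD, n = 3 pools each). Among the 4 newly assembled genes that were lower in mutants, the log2 fold changes ran from -0.75 to -0.62.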

The annotation resources for the newly assembled genes are very limited (Additional file 2: Table S1). Thus, in subsequent analyses we focused on the 19 down-regulated and 40 up-regulated genes with open-access annotated transcripts (Figure 1B-C).

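All 19 known down-regulated genes had a log2 fold change below 0 and all 40 known up-regulated genes one above 0. The falls spanned -7.90 to -0.64 and the rises 0.57 to 1.71, and 12 genes in each direction changed at least 2-fold. In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 10 of the 19 and 14 of the 40 passed both thresholds without pairing, and 19 and 37 did with the replicate number as a block. The RPKM values of the mutant and sibling pools did not overlap for 18 of the 19 down-regulated and 31 of the 40 up-regulated genes (each such gene has a two-sided exact permutation p = 0.1, the smallest that 3 pools against 3 allow). Among the down-regulated genes, *adh8b* was the one with overlapping values.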

**Table 1:** **Top 20 differentially expressed genes between normal phenotype siblings and** ***rx3*** ^***-/-***^ **mutants selected by Q-value**

Gene Symbol	Description	Chromosome location	RPKM of normal siblings	RPKM of r***x3*** ^***-/-***^	Log2 (FC)	Q-value	Adhesion	Death	Development	Metabolism	Regulation	Response to stress/stimulus	Signal transduction	Transcription	Transport	Vision and light stimulus
*rx2*	Retinal homeobox gene 2	chr2:56043918-56074494	4.76	0.02	8.01	2.57E-264			+	+	+					
*vsx2*	Visual system homeobox 2	chr17:31709934-31718872	2.90	0.11	4.72	2.81E-122			+		+	+				+
*hmx1*	H6 homeo box 1	chr1:41290725-41295809	1.91	0.37	2.36	4.45E-55			+		+					
*ccdc90b*	Coiled-coil domain containing 90B	chr21:22003868-22007106	4.96	1.43	1.80	7.73E-32										
*rorab*	RAR-related orphan receptor A, paralog b	chr7:30875138-30908102	5.26	1.78	1.56	1.06E-82				+	+	+	+	+		
*bcr*	Breakpoint cluster region	chr8:31348750-31443924	6.22	3.00	1.05	4.46E-90				+	+	+	+			
*mab21l2*	Mab-21-like 2	chr1:22850233-22852357	19.26	9.88	0.96	9.99E-72			+							
*six7*	Sine oculis homeobox homolog 7	chr7:8229741-8248372	9.84	5.22	0.92	8.85E-65			+		+					
*traf4a*	Tnf receptor-associated factor 4a	chr15:14535600-14612424	13.88	8.15	0.77	1.22E-53				+	+	+	+			
*pou3f3a*	POU class 3 homeobox 3a	chr9:6696999-6702825	3.86	5.89	-0.61	6.89E-32			+	+	+					
*dmrta2*	DMRT-like family A2	chr8:16775899-16778945	10.97	18.97	-0.79	4.71E-62			+		+					
*fezf2*	FEZ family zinc finger 2	chr11:20477076-20479907	10.53	18.38	-0.80	8.49E-73			+	+	+	+				
*crtac1*	Cartilage acidic protein 1	chr1:55473931-55487036	61.86	108.31	-0.81	0.00E + 00										
*wnt7ba*	*Wingless-type MMTV integration site family, member 7Ba*	chr4:17770167-17784191	4.56	8.34	-0.87	6.57E-39			+	+	+	+	+			
*ntn1b*	netrin 1b	chr3:25810033-25915079	3.95	7.37	-0.90	3.47E-62			+							
*sox1b*	SRY-box containing gene 1b	chr1:46690904-46693589	7.71	16.24	-1.07	8.19E-82			+	+	+					
*foxg1a*	Forkhead box G1a	chr17:29175718-29178733	7.43	17.41	-1.23	8.14E-139			+	+	+	+		+		
*fezf1*	FEZ family zinc finger 1	chr25:29139552-29143219	5.09	12.80	-1.33	5.51E-97			+	+	+					
*zgc:165461*	zgc:165461	chr17:23128496-23132150	4.44	11.97	-1.43	9.20E-71										
*nr2e1*	Nuclear receptor subfamily 2, group E, member 1	chr20:32476129-32485397	4.71	13.33	-1.50	4.42E-142				+	+	+	+			

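*rx2*, on chromosome 2 from 56043918 to 56074494 in Zv9, had an RPKM of 0.0167 ± 0.0153 in *rx3*-/- mutants and 4.75 ± 0.336 in siblings (SD, n = 3 pools each), with 3, 2 and 0 reads in the mutant pools. One of these pools had no read on *rx2*, where 3 reads would correspond to 0.177 CPM. The log2 fold change was -7.90 (standard error 0.30, adjusted p = 1.54e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In DESeq2 the log2 fold change of *rx2* was -8.01 with a larger standard error, 0.664, so the error derived from edgeR's F statistic is uncertain at these counts. *hmx1* is on chromosome 1 from 41290725 to 41295809, and its RPKM of 0.370 ± 0.0529 in mutants stood against 1.90 ± 0.297 in siblings (SD, n = 3 pools each), a log2 fold change of -2.36 (standard error 0.21, adjusted p = 4.36e-04 from the same test). Both genes passed the thresholds in each of the 6 fits that left out one pool, and with the replicate number as a block their log2 fold changes were -7.90 and -2.34. In the AB pool the RPKM was 2.87 for *rx2* and 1.55 for *hmx1*.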

Several homeodomain transcription factors (*e.g. rx2, vsx2* and *hmx1*) are within the most prominent down-regulated genes in *rx3*^*-/-*^ mutants (Table 1). 

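*rorab*, on chromosome 7 from 30875138 to 30908102 in Zv9, had 170, 101 and 121 reads in the mutant pools and 428, 337 and 370 in the sibling pools. Its RPKM was 1.76 ± 0.259 in *rx3*-/- mutants and 5.27 ± 0.725 in siblings (SD, n = 3 pools each), and its log2 fold change was -1.57 (standard error 0.14, adjusted p = 5.44e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *rorb*, on chromosome 5 from 27007716 to 27051375, was expressed at a lower level, with an RPKM of 0.160 ± 0.0200 and 0.760 ± 0.151, and had 18, 16 and 19 reads in the mutant pools. For *rorb* the log2 fold change was -2.24 (standard error 0.25, adjusted p = 0.00192 from the same test). With each pool left out in turn, the log2 fold change stayed between -1.69 and -1.47 for *rorab* and between -2.37 and -2.07 for *rorb*, and both genes passed the thresholds in all 6 fits.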

The retinoic acid receptor-related orphan receptors, *rorab* and *rorb*, also show lower expression in *rx3*^*-/-*^ mutants (Table 1). 

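*mab21l2*, on chromosome 1 from 22850233 to 22852357 in Zv9, had an RPKM of 9.87 ± 0.632 in *rx3*-/- mutants and 19.2 ± 1.70 in siblings (SD, n = 3 pools each), a log2 fold change of -0.96 (standard error 0.11, adjusted p = 0.00188 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *foxg1a*, on chromosome 17 from 29175718 to 29178733, changed in the other direction, from 7.45 ± 0.789 in siblings to 17.4 ± 1.34 in mutants, a log2 fold change of 1.22 (standard error 0.11, adjusted p = 4.36e-04 from the same test). Leaving out each pool in turn gave log2 fold changes of -1.04 to -0.92 for *mab21l2* and 1.16 to 1.32 for *foxg1a*. For *rx2* the log2 fold change was -7.90 and the range -8.47 to -7.38, which rests on 0 to 3 reads per mutant pool. The differences of all 3 genes were larger than the spread between pools of one genotype, and all 3 passed the thresholds in every fit that left out a pool and with the replicate number as a block.

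**Figure D1:**
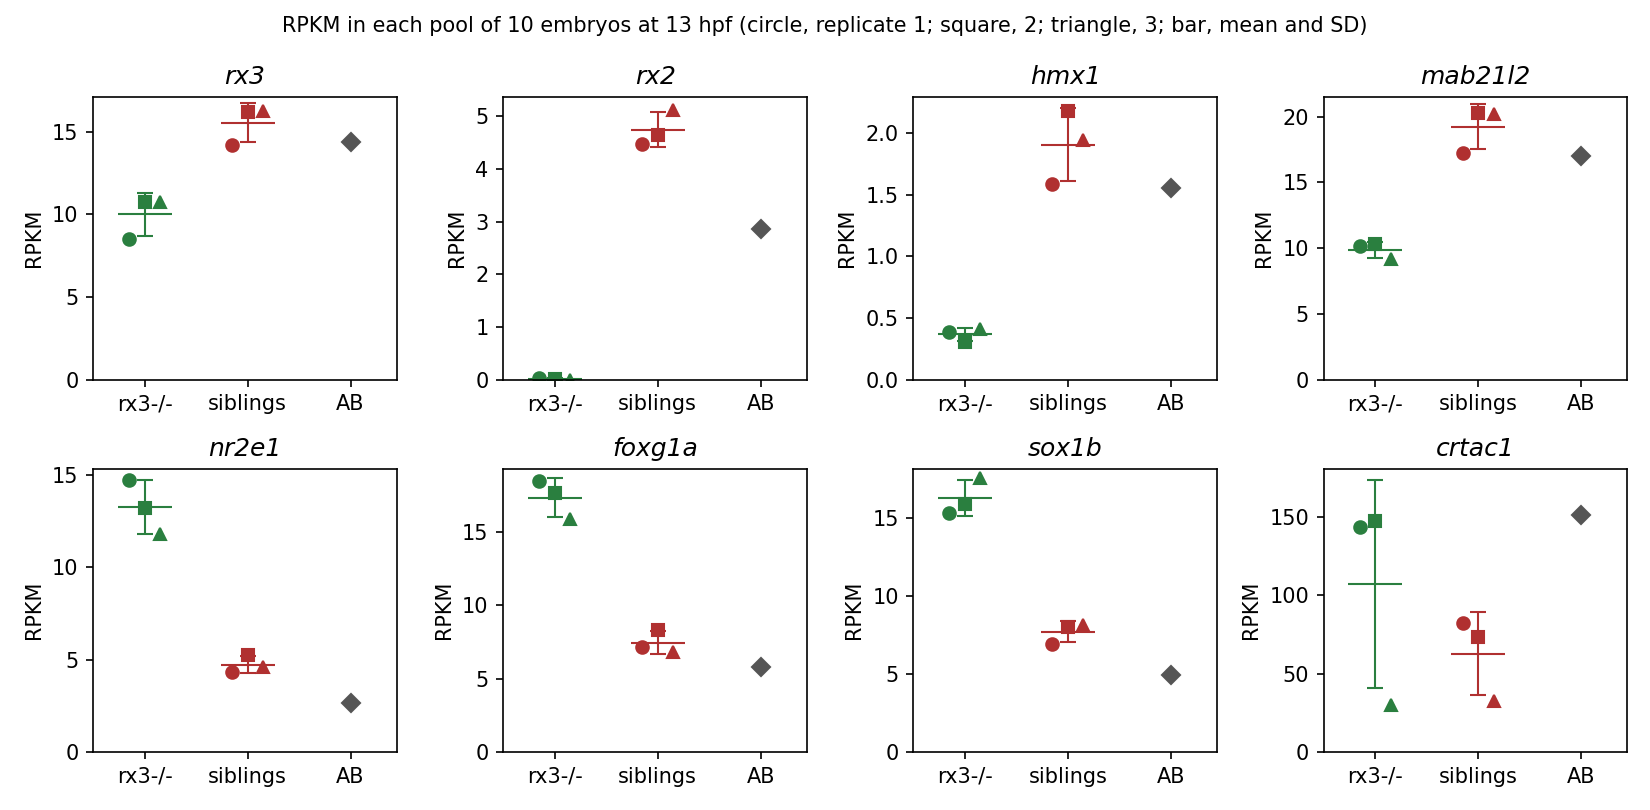
RPKM (vertical axis, from 0) of 8 genes in each pool of 10 embryos at 13 hpf, for 3 *rx3*-/- pools, 3 sibling pools and 1 AB pool, with circles, squares and triangles for replicates 1, 2 and 3, horizontal lines for the mean and error bars for the SD. The mutant and sibling pools do not overlap for *rx3*, *rx2*, *hmx1*, *mab21l2*, *nr2e1*, *foxg1a* and *sox1b*, while for *crtac1* replicate 3 of both groups is low, at 30.2 and 32.8 RPKM.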

Importantly the list of the most deregulated genes (Table 1) includes several known Rx3 targets (*rx2, mab21l2* and *foxg1a*)*,* validating the RNA-seq results [11, 13]. Most other differentially expressed genes are potential novel targets regulated by Rx3, directly or indirectly. Moreover, several down-regulated homeobox genes have predominant expression in the eye during optic vesicle morphogenesis consistent with an important role during early eye development (*rx2-3* [19], *six6* [23], *hmx1* [24], *six7* [25], *vsx2* [26]).

In order to investigate the association of the deregulated genes with genetic diseases, we identified human homologs of the zebrafish genes, and obtained genetic disease information from public databases (Table 2). 

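Of the 8 genes in Table 2, 6 had lower and 2 higher expression in *rx3*-/- mutants, and 6 passed the thresholds of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment without pairing. The RPKM values of mutants and siblings did not overlap for any of the 8. *six6b*, on chromosome 20 from 20603106 to 20606026 in Zv9, was detected with 12, 9 and 5 reads in the mutant pools and 27, 30 and 26 in the sibling pools. The change on the log2 scale was -1.70 (standard error 0.36, adjusted p = 0.228 from the same test), and -1.71 with the replicate number as a block (adjusted p = 0.00698). For *rx3*, the other of the 8 that did not pass without pairing, the log2 fold change was -0.64 (adjusted p = 0.186 from the same test). *aldh1a3*, on chromosome 7 from 10543164 to 10625073, had an RPKM of 0.253 ± 0.0289 in mutants and 1.26 ± 0.221 in siblings (SD, n = 3 pools each) and a log2 fold change of -2.32 (standard error 0.27, adjusted p = 0.00252 from the same test). Among the genes that rose, *arx* on chromosome 24 had a log2 fold change of 0.88 (standard error 0.13, adjusted p = 0.0172 from the same test).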

Genes down-regulated in *rx3*^*-/-*^ mutants are mostly associated with eye diseases, including microphthalmia (*rx2*, *rx3*, *vsx2*, *six6b* and *aldh1a3*) and oculoauricular syndrome (*hmx1*). RX mutations are a major cause of microphthalmia in humans [3, 4]. The association of microphthalmia with Rx3-regulated genes underlines the important role of the Rx3 signaling network in severe inherited ocular disease. Further understanding of Rx3 and Rx3-regulated genes can provide insights into the molecular pathogenesis of these diseases.

**Table 2:** **Differentially expressed genes associated with human diseases**

Gene	Description	Log2 (FC)	Qvalue	OMIM	Title
*rx2*	Retinal homeobox gene 2	8.01	2.57E-264	611038	Microphthalmia, isolated 3 (MCOP3)
*vsx2*	Visual system homeobox 2	4.72	2.81E-122	610092	Microphthalmia, isolated, with coloboma 3 (MCOPCB3)
				610093	Microphthalmia, isolated 2 (MCOP2)
*hmx1*	H6 homeo box 1	2.36	4.45E-55	612109	Oculoauricular syndrome
*aldh1a3*	Aldehyde dehydrogenase 1 family, member A3	2.33	1.23E-22	610093	Microphthalmia, isolated 8 (MCOP8)
*six6b*	Sine oculis-related homeobox 6b	1.70	2.72E-04	212550	Microphthalmia, isolated, with cataract 2 (MCOPCT2)
*rx3*	Retinal homeobox gene 3	0.65	1.08E-18	611038	Microphthalmia, isolated 3 (MCOP3)
*arx*	Aristaless related homeobox	-0.88	8.28E-28	300004	Corpus callosum, agenesis of, with abnormal genitalia
				300215	Lissencephaly, x-linked, 2 (LISX2)
				300419	Mental retardation, x-linked, with or without seizures, ARX-related
				308350	Epileptic encephalopathy, early infantile, 1 (EIEE1)
				309510	Partington x-linked mental retardation syndrome (PRTS)
*foxg1a*	Forkhead box G1a	-1.23	8.14E-139	613454	Rett syndrome, congenital variant

### Molecular validation of genes down-regulated in 13 hpf *rx3*^*-/-*^mutants

Due to an interest in eye development, we focused on validating the significant down-regulation of selected genes in 13 hpf *rx3*^*-/-*^ mutants, which are mostly involved in visual function and eye development. Initially, quantitative RT-PCR was conducted on three independent RNA replicates from *rx3*^*-/-*^ mutants and wild-type phenotype siblings. Two of the highest ranking genes, *rx2* and *mab21l2,* are known by wholemount *in situ* hybridisation to have reduced expression in *rx3*^*-/-*^ mutants and acted as positive controls [13]. In addition to *rx2* and *mab21l2*, other homeodomain transcription factors (*e.g. hmx1, rx3, six6b, six7* and *vsx2*), retinoid-signaling factors (*e.g. aldh1a3, rorab* and *rorb*) and another down-regulated gene (*bcr*) were chosen. 

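None of the 4 genes passed the thresholds of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with or without the replicate number as a block, where both an adjusted p-value under 0.05 and a 1.5-fold change were asked for. *arhgap32* (chromosome 21) had an RPKM of 9.35 ± 0.345 in *rx3*-/- mutants and 8.96 ± 0.325 in siblings (SD, n = 3 pools each), and *exoc6* (chromosome 12) had 2.70 ± 0.142 and 2.47 ± 0.180, with log2 fold changes of 0.06 and 0.12 (standard errors 0.08 and 0.12). *lrrtm1* (chromosome 1) rose by 0.45 on the log2 scale (standard error 0.14, adjusted p = 0.818 from the same test). *swap70* (chromosome 18) had the largest difference, an RPKM of 7.40 ± 0.742 in mutants and 10.7 ± 0.433 in siblings, and its log2 fold change was -0.53 (standard error 0.11, adjusted p = 0.170 from the same test). With the block, the log2 fold change of *swap70* was again -0.53, below 1.5-fold in size, and its adjusted p = 6.21e-04 from the same test.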

Several non-differentially expressed genes with predominant optic primordium expression (*e.g. arhgap32*, *exoc6*, *lrrtm1* and *swap70*), were selected as negative controls [27, 28]. Notably, significant down-regulation of *mab21l2, rx2*, *hmx1, six6b, vsx2, aldh1a3* and *rorb* transcripts in 13 hpf *rx3*^*-/-*^ mutants was confirmed by real-time PCR (Figure 2A). 

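In the RNA-seq counts, the log2 fold changes of the 11 genes chosen for their lower expression ran from -7.90 for *rx2* to -0.64 for *rx3*, and 8 of the 11 changed at least 2-fold. In all 11 genes the RPKM values of the 3 mutant pools lay below those of the 3 sibling pools. Of these 11, 9 passed an adjusted p-value of 0.05 and a 1.5-fold change in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and all 11 passed with the replicate number as a block. The 2 that passed with the block and not without it were *rx3* and *six6b*. *bcr*, on chromosome 8 from 31348750 to 31443924 in Zv9, had an RPKM of 3.01 ± 0.359 in *rx3*-/- mutants and 6.23 ± 0.397 in siblings (SD, n = 3 pools each), a log2 fold change of -1.05 (standard error 0.11, adjusted p = 0.00137 from the same test). The 4 negative controls had log2 fold changes from -0.53 to 0.45.

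**Figure D2:**
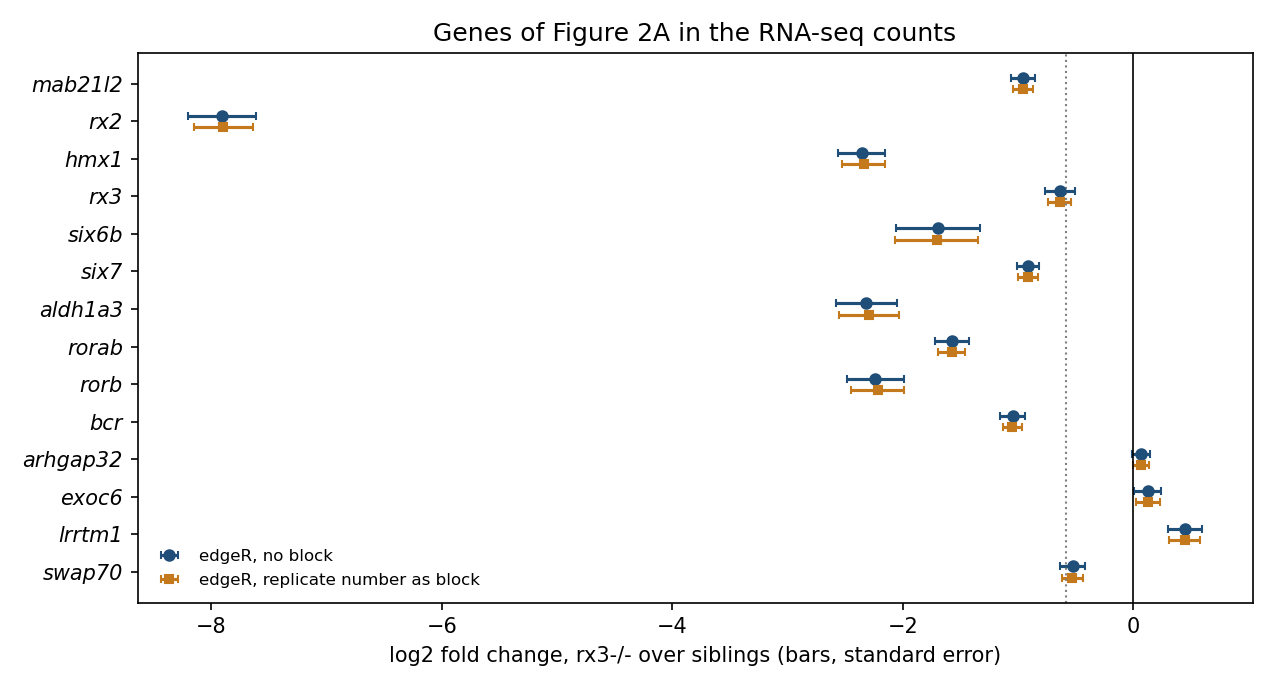
Log2 fold change of *rx3*-/- mutants over siblings (horizontal axis) for 10 of the down-regulated genes and the 4 negative controls of Figure 2A, from edgeR's fit without a block (blue circles) and with the replicate number as a block (orange squares), with standard errors as bars, a solid line at 0 and a dotted line at a 1.5-fold fall. The estimates of the 2 fits lie close together for every gene shown, from -7.90 for *rx2* to 0.45 for *lrrtm1*. This closeness follows from the design, since both fits use the same pools and every replicate number is present in both groups.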

The results from real-time PCR and RNA-seq were consistent, with very similar fold changes observed (Figure 2A-C). Indeed, the correlation of the fold changes from these two methods was 0.98 highlighting the reproducibility of the RNA-seq data (Figure 2B). 

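Across the RNA-seq pools the spread differed between genes. The RPKM of *mab21l2* was 10.2, 10.3 and 9.15 in the mutant pools and 17.3, 20.3 and 20.2 in the sibling pools, and that of *bcr* was 2.92, 3.41 and 2.71 in the mutant pools and 6.40, 6.52 and 5.78 in the sibling pools. *six6b* had 0.360, 0.340 and 0.170 RPKM in the mutant pools and 0.950, 1.07 and 0.840 RPKM in the sibling pools. In the edgeR fit its standard error of 0.36 on the log2 scale was the largest of the 11 genes. In DESeq2 *rx2* had a larger standard error than *six6b*, 0.664 against 0.517.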

The RNA-seq analyses produced more significant differences due to the reduced data variation and specialized statistical analyses used with this data type.

**Figure 2:**
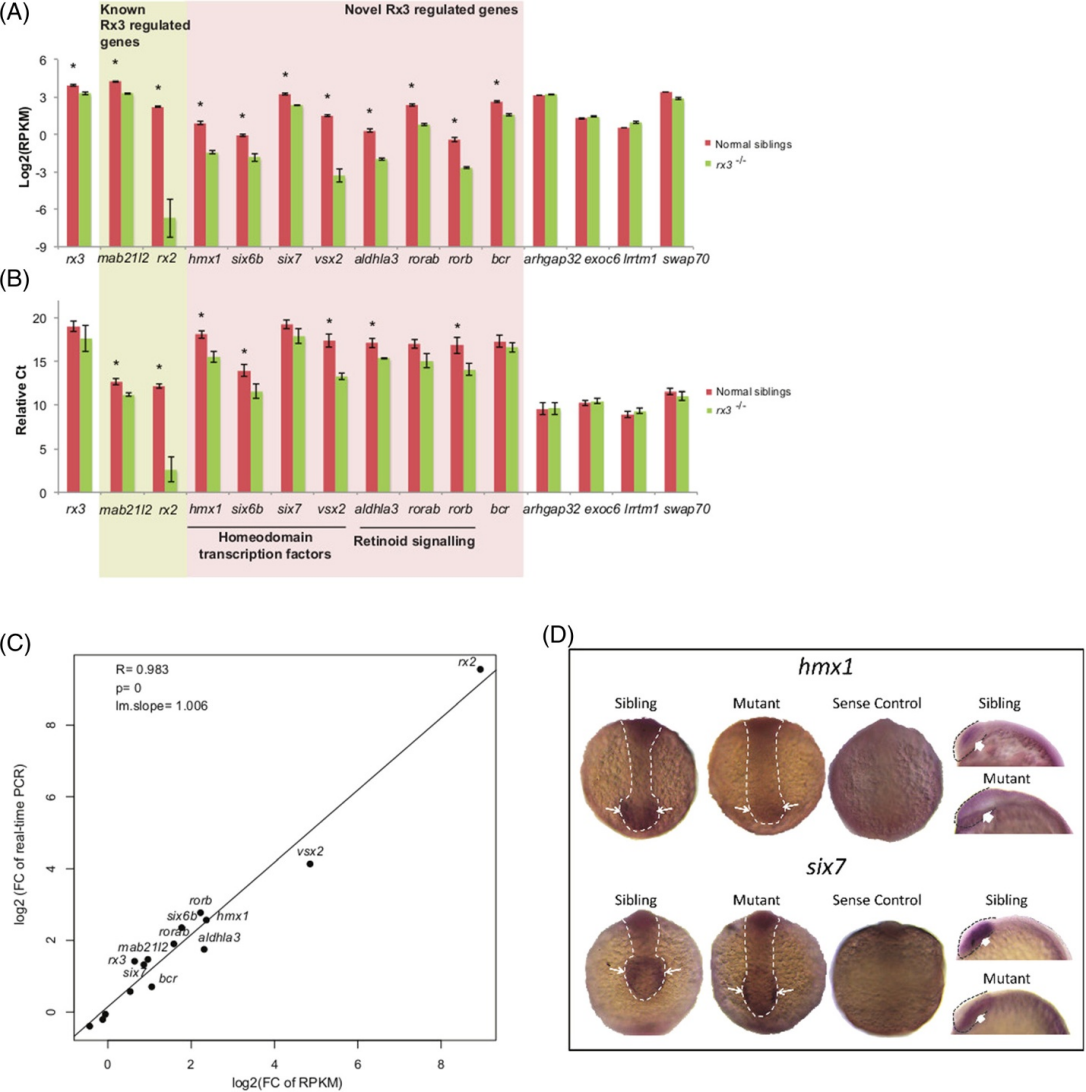
**Molecular validation of the RNA-seq data. (A-B)** Bar graphs of the relative expression levels of selected genes at 13 hpf in *rx3* ^-/-^ and siblings. **(A)** Relative expression levels of the genes from the RNA-seq plotted as log2 transformed RPKM. *, q-value < 0.001 by DEGseq. **(B)** Relative expression levels of the same genes quantified by real-time PCR and plotted as Ct values relative to the least abundant gene. *, Student’s t test p-value < 0.05. **(C)** Dot-plot showing the correlation between the expression levels determined from the RNA-seq and real-time PCR analyses. **(D)** *In situ* hybridisation confirms the down-regulation of the homeodomain genes *six7* and *hmx1* at the 6–8 somite stage using DIG-labelled anti-sense probes to these genes. In the eye field *hmx1* transcription show normal expression in wild-type phenotype siblings but are prominently down-regulated in *rx3* ^-/-^ mutants. Down-regulation of *six7* was also evident in the eye field, where siblings show normal expression and mutants show some residual expression in the ventral eye. Sense negative controls showing the expression patterns obtained with sense probes are also shown. Arrows indicate the eye field, hollow arrows for dorsal images and full arrows for lateral images.

Subsequently, we selected *hmx1* and *six7* for further analysis by *in situ* hybridisation. This confirmed the down-regulation of *hmx1 and six7* expression during early eye development in *rx3*^*-/-*^ mutants (Figure 2D). The residual *six7* expression in the apparent vestigial eye field located on the ventral side of the anterior head likely explains why PCR was not sufficiently sensitive to detect the significant *six7* deregulation observed by RNA-seq and *in situ* hybridisation (Figure 2A, B, D). 

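*six7*, on chromosome 7 from 8229741 to 8248372 in Zv9, kept part of its expression in *rx3*-/- mutants, with 450, 327 and 351 reads in the mutant pools and 676, 620 and 790 in the sibling pools. The RPKM was 5.20 ± 0.263 in mutants and 9.81 ± 0.705 in siblings (SD, n = 3 pools each), a log2 fold change of -0.91 (standard error 0.10, adjusted p = 0.00137 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each pool left out in turn the log2 fold change stayed between -0.96 and -0.86 and passed the thresholds in all 6 fits. In the AB pool, *six7* had an RPKM of 4.59, below all 3 mutant pools. When the AB pool was counted as a further control beside the siblings, the log2 fold change of *six7* was -0.71 (adjusted p = 0.905 from the same test).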

Overall, most genes demonstrated to be down-regulated in *rx3*^*-/-*^ mutants by bioinformatic analysis of RNA-seq data have been validated by independent molecular techniques.

### Gene set analysis of differentially expressed genes

Genes which are deregulated in *rx3*^*-/-*^ mutants provide a novel resource to identify biological processes underpinning optic vesicle morphogenesis. Thus, the Gene Ontology (GO) database was queried with those genes differentially expressed in 13 hpf *rx3*^*-/-*^ mutants (Figure 3A-F). Generally, genes down-regulated and up-regulated in *rx3*^*-/-*^ mutants are both enriched in the biological processes “*Metabolism*”, “*Regulation*” and “*Development*” (Figure 3A-D). However, *“Vision and Light Stimulus”* and *“Transcription”* are only significantly enriched in the genes down-regulated in *rx3*^*-/-*^ mutants (q < 0.05). More detailed information about the deregulated genes was obtained by using more refined GO terms (Figure 3E, F). For genes down-regulated in *rx3*^*-/-*^ mutants, the most significantly enriched terms include “*regulation of transcription”* (*e.g. rx2*, *rx3*, *six7*, *rorab*, *vsx2*, *foxd1*, *six6b*, *rorb*, *hmx1*), “*eye development and morphogenesis”* (*e.g. rx3*, *mab21l2* and *six7*) and “*neural crest cell migration”* (*e.g. rx3*, *foxd1*). 

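Among the genes given for these terms, *rx2*, *six7*, *rorab*, *rorb*, *hmx1* and *mab21l2* passed the thresholds of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment without pairing, and *rx3*, *foxd1* and *six6b* did not but passed with the replicate number as a block. *foxd1*, on chromosome 5 from 36615615 to 36617451 in Zv9, had an RPKM of 5.43 ± 0.519 in *rx3*-/- mutants and 7.33, 12.1 and 9.91 in sibling replicates 1 to 3, where replicate 1 was the lowest. For *foxd1* the log2 fold change was -0.85 (standard error 0.18, adjusted p = 0.204 from the same test). Over the 6 fits that each left out one pool it ran from -1.03 without sibling replicate 1 to -0.66 without sibling replicate 2, and it passed the thresholds in 1 of the 6, without sibling replicate 1 (adjusted p = 0.0348). With the block it was -0.82 (adjusted p = 4.66e-05 from the same test). The enrichment of the terms themselves was not analysed here.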

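*emx3*, on chromosome 14 from 27372559 to 27386194 in Zv9, rose from an RPKM of 5.99 ± 0.146 in siblings to 9.53 ± 0.635 in *rx3*-/- mutants (SD, n = 3 pools each), a log2 fold change of 0.67 (standard error 0.10, adjusted p = 0.0208 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *fezf2* (chromosome 11) rose from 10.6 ± 1.33 to 18.4 ± 2.18 RPKM and *lhx5* (chromosome 21, 4.82 Mb from *rx3*) from 4.89 ± 0.231 to 7.93 ± 0.638 RPKM, with log2 fold changes of 0.80 and 0.70 and adjusted p-values of 0.0172 and 0.0350 from the same test. *dmrta2* (chromosome 8) had an RPKM of 18.8 ± 3.66 in mutants and 11.0 ± 0.993 in siblings, and its adjusted p = 0.0652 from the same test did not pass. All 4 passed with the replicate number as a block, *dmrta2* at an adjusted p = 5.01e-08 from the same test. Of the 6 fits that each left out one pool, *fezf2* passed in 3, *emx3* and *lhx5* in 1 each, and *dmrta2* in 1.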

For genes up-regulated in *rx3*^*-/-*^ mutants, terms associated with brain development are significantly enriched, including “*telencephalon development”* (*e.g. dmrta2*, *emx3*) and “*forebrain development”* (*e.g. fezf2*, *lhx5*). These gene ontologies are consistent with the phenotype of *rx3*^*-/-*^ mutants which fail to complete optic vesicle morphogenesis and exhibit expanded forebrains.

**Figure 3:**
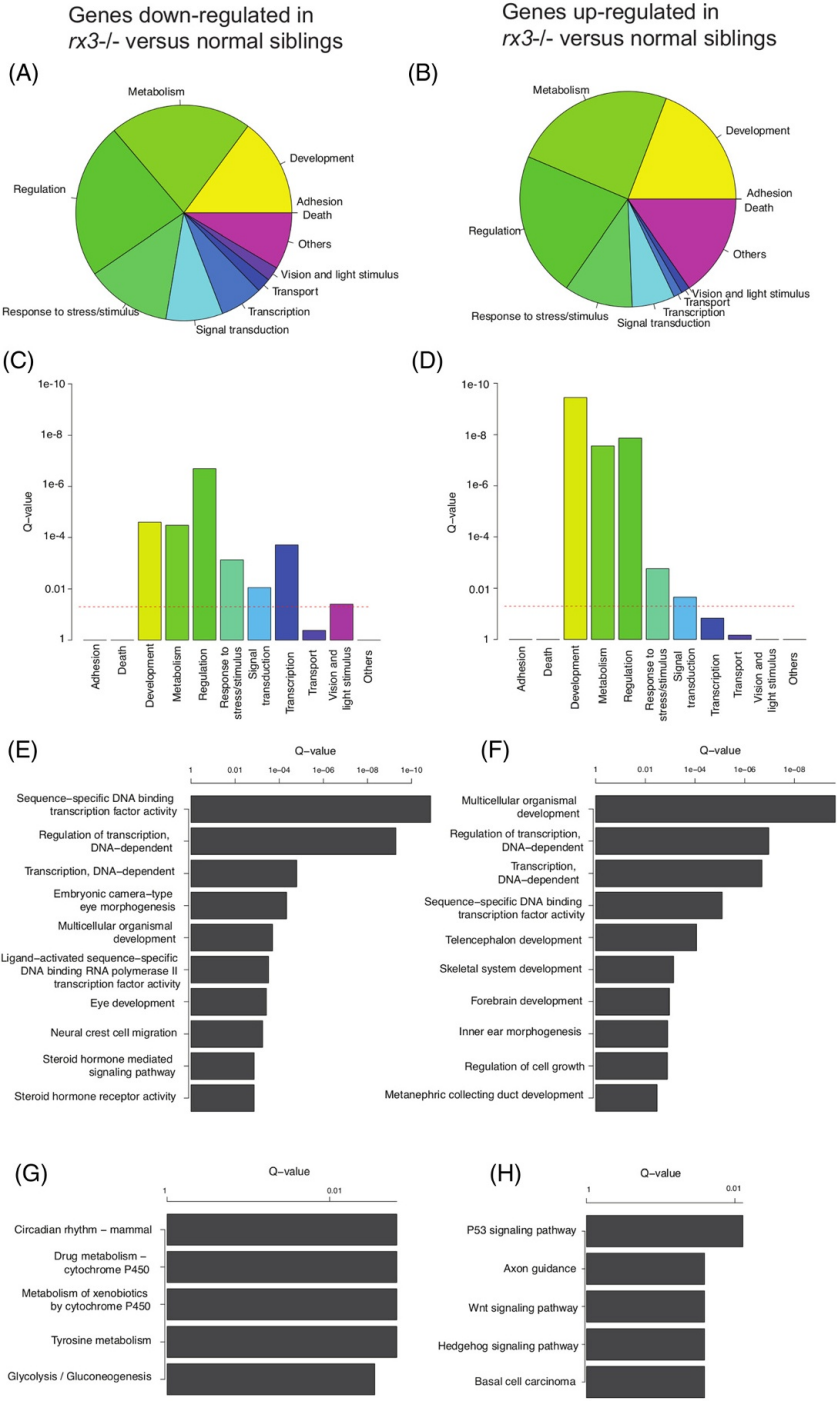
**Biological process and pathway summary of the genes differentially expressed between siblings and** ***rx3*** ^***-/-***^ **mutants.** Left column: genes down-regulated in *rx3* ^*-/-*^ mutants versus siblings. Right column: genes up-regulated in *rx3* ^*-/-*^ mutants versus siblings. **(A)** and **(B)** are pie charts representing the percentage of the differentially expressed genes in selected GO biological process categories. **(C)** and **(D)** are Q-value bar graphs for the selected GO biological process categories using a Fisher’s exact test. **(E)** and **(F)** are bar graphs of the Fisher’s exact Q-values for the top GO biological process terms enriched in the significantly deregulated genes. **(G)** and **(H)** are bar graphs of the Fisher’s exact Q-values for the top KEGG pathways enriched in the *rx3* ^-/-^ deregulated genes.

In parallel, KEGG pathway annotation was used to profile signaling pathways associated with the differentially expressed genes [29]. 

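*rorb*, *rorab* and *aldh1a3* had log2 fold changes of -2.24, -1.57 and -2.32 in *rx3*-/- mutants, each with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *adh8b*, on chromosome 13 from 12502379 to 12515909 in Zv9, varied far more between replicates than between genotypes: its RPKM was 3.64, 3.03 and 14.3 in mutant replicates 1 to 3 and 9.35, 4.06 and 19.8 in sibling replicates 1 to 3. Without pairing its log2 fold change was -0.67 (standard error 0.57, adjusted p = 0.982 from the same test), and it changed sign when sibling replicate 3 was left out, with a range of -1.73 to 0.06 over the 6 fits that each left out one pool. The block fit, which removes differences between replicate numbers, gave a log2 fold change of -0.74 (adjusted p = 9.22e-04 from the same test). Pathway enrichment was not analysed here.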

Genes down-regulated in *rx3*^*-/-*^ mutants are associated with circadian rhythms (*e.g. rorb*, *rorab*), and metabolism (*e.*g. *adh8b*, *aldh1a3*) (Figure 3G, H). 

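*igfbp3* (chromosome 20) had a log2 fold change of 0.98 (standard error 0.16, adjusted p = 0.0403 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The symbol *bai1* is given to more than 1 gene, and 2 of them, both on chromosome 16 of Zv9, are in the paper's list: the one from 40288240 to 40353969 rose by 1.68 on the log2 scale (standard error 0.22, adjusted p = 0.00610 from the same test) and the one from 38934781 to 38970509 by 1.27 (standard error 0.22, adjusted p = 0.0698). How the authors' counting treated reads that match more than 1 such gene is not stated, so the counts of near-identical copies may be affected. *ntn1b* rose from an RPKM of 3.96 ± 0.432 to 7.36 ± 0.561 (SD, n = 3 pools each), with an adjusted p = 0.00414 from the same test. *ppp3ca* (chromosome 21, 19.1 Mb from *rx3*) and *dpysl2* (chromosome 8) had log2 fold changes of 1.21 and 0.71, larger than their standard errors of 0.29 and 0.18, but adjusted p-values of 0.362 and 0.436 from the same test. *wnt7ba* passed at an adjusted p = 0.0316 and *wnt7bb* did not, at an adjusted p = 0.432 from the same test. All of these genes passed with the replicate number as a block, *ppp3ca* at an adjusted p = 7.55e-04, *dpysl2* at 0.0158 and *wnt7bb* at 0.0116 from the same test.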

Genes up-regulated in *rx3*^*-/-*^ mutants are associated with p53 signaling (*e.g. igfbp3*, *bai1*), axon guidance (*e.g. ntn1b*, *ppp3ca* and *dpysl2*), and Wnt and Hedgehog signaling (*e.g. wnt7ba*, *wnt7bb* and *ppp3ca*). Wnt, Hedgehog and p53 signaling pathways are crucial for brain development [30, 31]. Previous reports hypothesize that Rx3 prevents retinal progenitor cells developing into forebrain cells by inhibiting Wnt signaling [11, 32, 33]. 

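*wnt7ba*, on chromosome 4 from 17770167 to 17784191 in Zv9, had an RPKM of 8.26 ± 1.50 in *rx3*-/- mutants and 4.57 ± 0.255 in siblings, and *wnt7bb*, on chromosome 25 from 1943777 to 2012772, had 3.18 ± 0.506 and 1.91 ± 0.235 (SD, n = 3 pools each). Their log2 fold changes were 0.86 (standard error 0.13, adjusted p = 0.0316 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.74 (standard error 0.18, adjusted p = 0.432 from the same test). Leaving out each pool in turn gave 0.73 to 0.98 for *wnt7ba* and 0.62 to 0.84 for *wnt7bb*. Of these 6 fits, *wnt7ba* passed the thresholds in 1 and *wnt7bb* in 0. Over the 22 tested genes whose symbols name Wnt ligands, the median log2 fold change was 0.07, with 14 genes above 0 and 8 below. The camera test of limma was run with its default preset correlation between genes, so the correlation among these genes was not estimated. It placed this set higher in mutants than the other genes (adjusted p = 0.00602, equal to the unadjusted value because 1 set was tested). With the replicate number as a block, camera gave an adjusted p = 0.0167. The median and its sign were nearly the same with RLE factors (0.07) or total counts (0.07) in place of TMM, 2 alternatives chosen after seeing the data, and 14 genes were above 0 with each. Without *wnt7ba* and *wnt7bb*, the other 20 genes had a median log2 fold change of 0.06 and an adjusted p = 0.0906 in the camera test of limma, which did not pass 0.05. Leaving out sibling replicate 3 gave the lowest median, 0.01, with 11 genes above and 11 below 0. No Wnt ligand gene other than *wnt7ba* had an adjusted p-value under 0.05 without pairing.

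**Figure D3:**
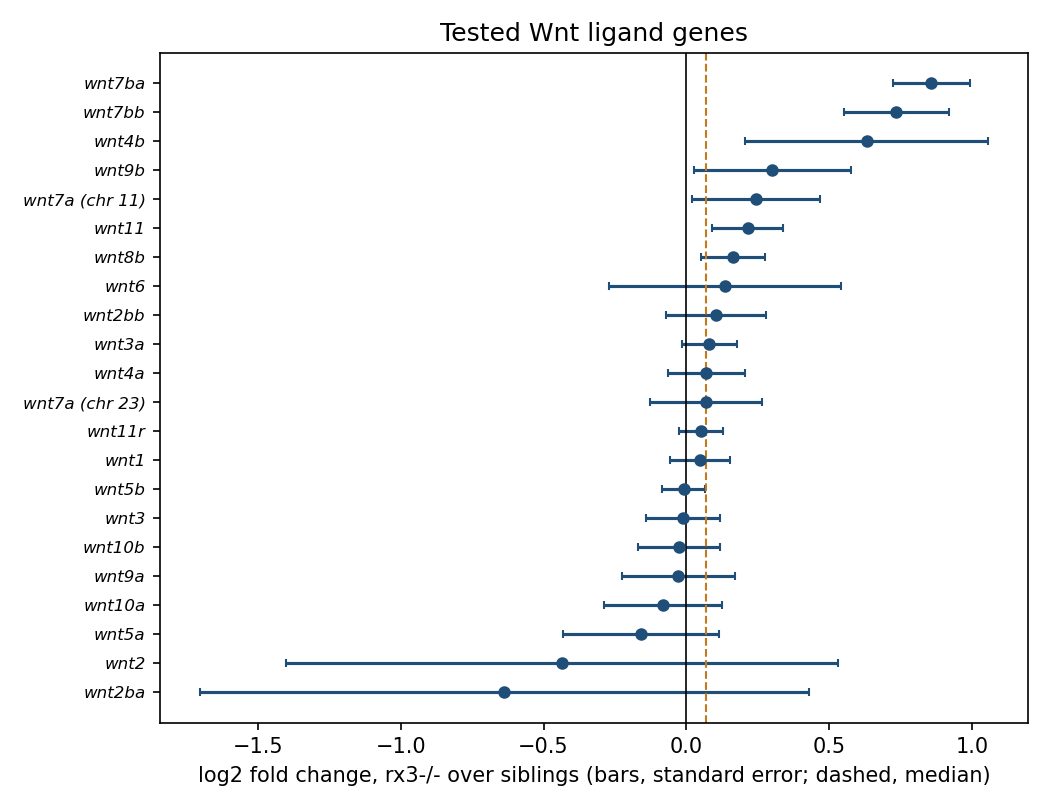
Log2 fold change of *rx3*-/- mutants over siblings (horizontal axis) for the 22 tested Wnt ligand genes, from edgeR's fit without a block, with standard errors as bars, a solid line at 0 and a dashed line at the median of 0.07. *wnt7ba* and *wnt7bb* have the highest values, 0.86 and 0.74, and 8 genes lie below 0, as they also do with RLE factors or total counts in place of TMM.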

Here, demonstration that elevated expression of Wnt signaling genes occurs in *rx3*^*-/-*^ mutants, during optic vesicle morphogenesis, supports this hypothesis.

### Co-expression network of Rx3-associated genes

Pathway annotations provided by public databases are incomplete and not suitable to build networks regulated by a single transcription factor. This greatly limits our understanding of the signaling network regulated by Rx3. However, gene co-expression network is a powerful tool to profile functional relevance between genes, which can provide linkage of genes based on temporal or spatial gene expression patterns. We constructed a gene co-expression network using the developmental expression profile of Rx3 regulated genes during zebrafish early development. The developmental stages span from maternal stages to larval stages with matured visual function, including wildtype larva at 13 hpf from our RNA-seq data and publicly available RNA-seq data sets from zebrafish developmental stages of 2–4 cells up to 7 dpf [34, 35] (Figures 4 and 5).

**Figure 4:**
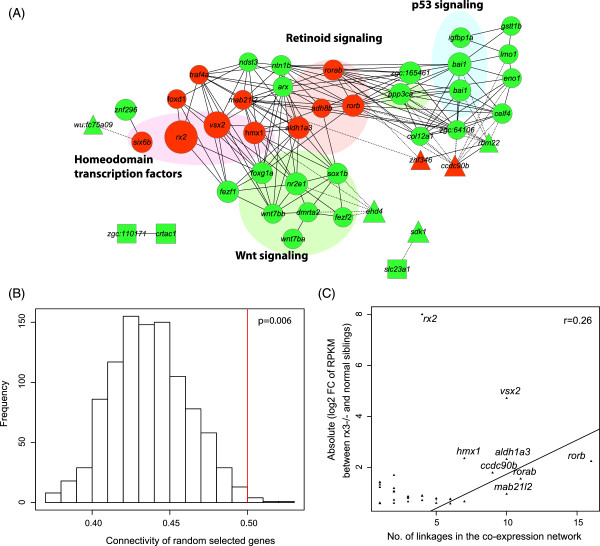
**A gene co-expression network of** ***rx3*** ^***-/-***^ **regulated genes. (A)** In red and green, are the gene nodes down-regulated or up-regulated, respectively, between *rx3* ^*-/-*^ mutants and siblings. Group 1, 2 and 3 genes from the hierarchical clustering analysis in Figure 5 are represented by colored circles, rectangles or triangles, respectively. Edges connecting different nodes indicate co-expression (correlation coefficient r ≥ 0.95 or ≤ -0.95) between genes, with solid lines for positive correlations and dashed lines for negative correlations. **(B)** Distribution of the connectivity scores from the permutation depicted as a bar plot. The connectivity score was calculated as the average absolute correlation coefficient of any gene pairs in the selected genes. The permutation test was performed 1000 times on randomly selected genes. The red line is the connectivity score of *rx3* ^*-/-*^regulated genes. **(C)** A dot plot showing that the fold change in expression of deregulated genes between *rx3* ^*-/-*^ mutants and siblings positively correlates with the number of gene linkages on the co-expression network. A fitted linear model of fold changes to the number of linkages was plotted. Genes with a higher number of connections in the co-expression network have higher fold changes in *rx3* ^*-/-*^ mutants.

**Figure 5:**
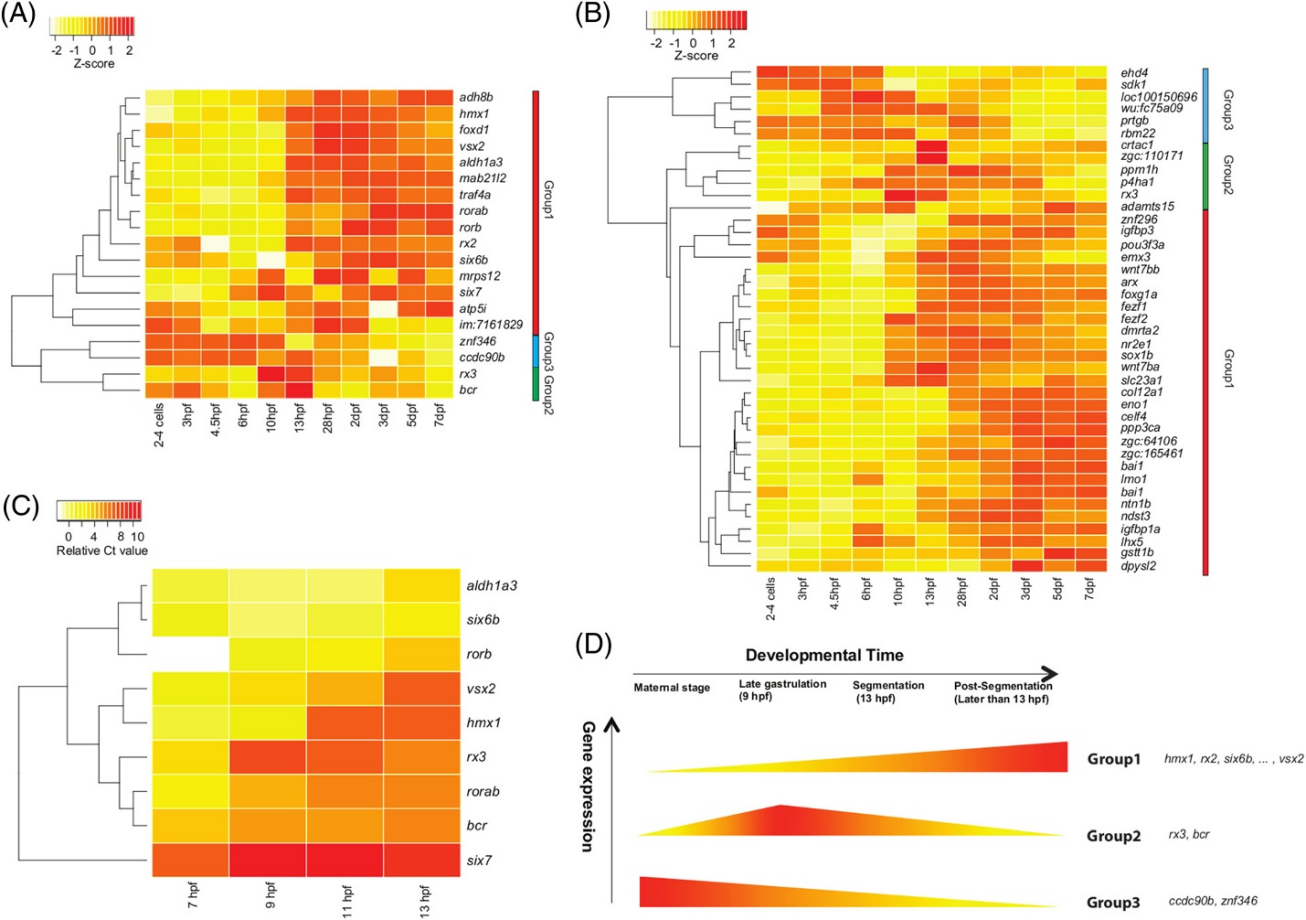
**Synchronous temporal expression profiles of Rx3-regulated genes. (A-C)** Heatmaps depicting the temporal expression profile of Rx3-regulated genes clustered hierarchically. Hierarchical clustering based on the z-scores of relative RPKM values for *rx3* ^-/-^ down-regulated **(A)** and up-regulated **(B)** genes. Genes were classified into 3 groups showing different synchronous temporal expression profiles. **(C)** Hierarchical clustering based on real-time PCR data. **(D)** Schematic view of progressive expressions of Rx3-regulated genes during early eye development. *rx3* has a peak of expression at 9 hpf, and most of the Rx3-regulated genes show a transition of expression after that. Most of the genes exhibit increased expression after the onset of *rx3* (Group 1). A few genes exhibit decreased expression after the onset of *rx3* (Group 3).

Linkage of genes was decided using correlation scores of gene expression during early development. Genes with correlation coefficients of ≥0.95 or ≤ -0.95 were connected in the network to indicate significant gene co-expression (Figure 4A). Genes within the same signaling pathway tend to connect with each other or through a common mediator. These connected genes form distinct groups in the co-expression network. Homeodomain transcription factors and genes related with retinoid-signaling emerged as the two major hubs for genes down-regulated in *rx3*^-/-^ mutants. The expression of other down-regulated genes, including *mab21l2*, *foxd1* and *tra4a* highly correlate with the homedomain transcription factors and expand from this hub. The Wnt signaling pathways emerged as the major hub for genes up-regulated in *rx3*^-/-^ mutants. The KEGG pathway annotation only associated *wnt7ba*, *wnt7bb* and *ppp3ca* with the Wnt signaling pathway. By interrogating the co-expression network and the literature, the Wnt signaling pathway modulated in *rx3*^-/-^ mutants was extended to include *dmrta2* [36], *fezf2* [37], *nr2e1* [38], *sox1b* [32], *foxg1a* [39] and *emx3* [11, 40].

To assess the connectivity of the genes deregulated in *rx3*^-/-^ mutants, we performed a permutation test against randomly selected genes. The connectivity score is calculated as the average absolute value of correlation coefficient of any gene pairs in the selected gene set. Genes deregulated in *rx3*^-/-^ mutants showed significantly higher connectivity (connectivity score 0.50) over randomly selected genes (Permutation p = 0.006) (Figure 4B).

The co-expression network indicates that Rx3 regulates optic vesicle morphogenesis through a complicated and highly modulated gene network. Genes in the center of such networks are usually coupled with more linkages to other genes in the network. Interestingly, the number of linkages shows a positive correlation with the fold change of gene expression between *rx3*^-/-^ mutants and wild-type phenotype siblings (correlation coefficient r = 0.26) (Figure 4C). A plausible explanation is that Rx3 has a higher impact on genes in the center of the network (*e.g. aldh1a3*, *mab21l2*, *rorb*, *rorab* and *vsx2*), and then extends its regulation though these genes to the periphery of the network.

### Temporal expression of Rx3-associated genes

The high connectivity of Rx3 regulated genes in the co-expression network indicates highly correlated gene expression during early eye development. However, little is known about the developmental expression of *rx3* or temporal associations with its gene targets during optic vesicle morphogenesis. Thus we investigated the temporal expression profiles of the Rx3 associated genes using the aforementioned developmental data.

The timely onset of Rx3 is required to ensure optic vesicle separation from the telencephalon at the late gastrulation stage [11]. As expected, the expression of *rx3* peaks at late gastrulation and early-segmentation stages (~9 to 13 hpf) when optic vesicles start to enlarge (Figure 5A). Most of the genes deregulated in *rx3*^*-/-*^ mutants exhibit a modulation of gene expression levels after the onset of *rx3*. Hierarchical clustering analyses were performed to group the genes by temporal expression patterns. Genes were classified into three groups based on temporal expression correlations with *rx3* (Figure 5A-D). *Group 1* genes exhibit increasing expression after the onset of *rx3* expression at 10 hpf. *Group 1* includes the highest ranking down-regulated genes, such as the homeodomain transcription factors genes *rx2, six6b*, *six7, hmx1* and *vsx2,* the retinoic acid-related receptor genes *rorb* and *rorab*. Up-regulated genes such as the Wnt signaling genes; *wnt7ba, wnt7bb* and *ppp3ca,* and p53 signaling pathway genes; *igfbp3* and *bai1,* also belong to *Group 1. Group 2* genes show additional temporal correlations with *rx3* expression, having a waveform pattern peaking at 10–13 hpf. *Group 2* includes the GTPase-activating protein, *bcr* (correlation coefficient r = 0.64). This synchronous pattern of gene expression indicates gene interaction, but to date no direct regulation of the *Group 2* genes by Rx3 has been reported. *Group 3* genes including *ccdc90b*, *znf346, sdk1 and ehd4* show decreasing expression after 10 or 13 hpf *i.e*. after the onset of *rx3*.

To apply an independent temporal analysis of *rx3*-regulated genes, real-time PCR was performed on selected genes from 7 to 13 hpf (Figure 5C). The expression of *rx3* peaked at 9 hpf when the neural plate forms [41] and is slightly reduced at 11 and 13 hpf, consistent with the RNA-seq observations (Figure 5A). Most genes (*e.g. bcr*, *hmx1*, *rorb*, *rorab*, *six7* and *vsx2*) show gradual increases and higher expression after the onset of *rx3* at 9 hpf, consistent again with the RNA-seq results (Figure 5A, C).

In summary, a majority of the analysed genes showed altered temporal gene expression around 9–13 hpf after the onset of *rx3* at ~9 hpf. This indicates that the onset of *rx3* is critical to ensure accurate expression at the stage when optic vesicles form. The analyses revealed cohorts of genes that i) are reduced in 13 hpf *rx3*^*-/-*^ mutants and whose expression is normally switched on after the onset of *rx3* expression (*e.g. rx2, six6b*, *six7*); or ii) are increased in 13 hpf *rx3*^*-/-*^ mutants and whose expression normally is switched off during the onset of *rx3* expression (e.g. *wnt7bb*, *foxg1a*, *igfbp3*). These cohorts represent genes putatively activated or repressed in a progressive specification manner by Rx3 (Figure 5D).

### Identification of consensus Rx3-binding sites in differentially expressed genes

To support the contention that the deregulated genes in *rx3*^*-/-*^ mutants are potential Rx3 targets, we evaluated the presence of Rx3-binding motifs in promoter regions of the deregulated genes [8]. The presence of consensus binding motifs for RAX, an *rx3* ortholog in humans, was sought in 5 kb promoter regions of selected zebrafish genes. The RAX-binding motif has a conserved 5′-TAATTA-3′ sequence in the center. Importantly, RAX-binding motifs were identified in the promoter regions of 17 of the 19 genes significantly down-regulated in 13 hpf *rx3*^*-/-*^ mutants (Figure 6A). RAX binding sites were also identified in 36 out of the 40 genes up-regulated in *rx3*^*-/-*^ mutants.

**Figure 6:**
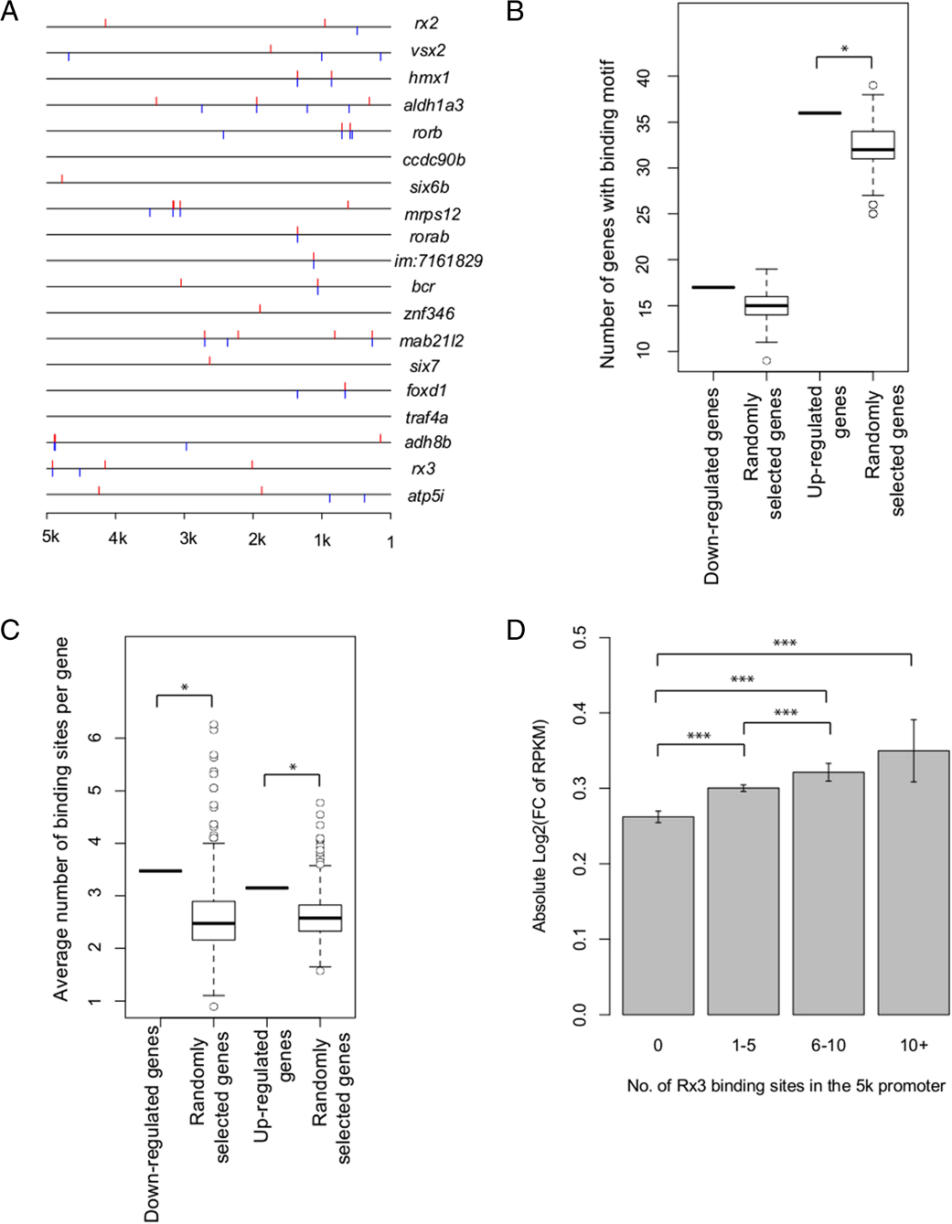
**Presence of RAX-binding sites in** ***rx3*** ^***-/-***^ **deregulated genes and effect on gene expression. (A)** RAX-binding sites in the 5 kb upstream promoter regions of the *rx3* ^*-/-*^ down-regulated genes. Red bars are consensus binding sites on the positive strand, while blue bars are consensus sites on the negative strand. The enrichment of RAX-binding sites in the promoter regions of deregulated genes was evaluated by 1000 times permutation. The number of random shuffled genes with RAX binding sites **(B)** and the frequency of RAX-binding motifs in the promoter regions **(C)** are plotted. *, p < 0.1. **(D)** Absolute log2 transformed gene expression fold changes between *rx3* ^*-/-*^ mutants and wild-type phenotype siblings were calculated for genes with diferent number of RAX-binding sites on 5 kb promoter. Significance between different groups of genes was evaluated using one-tail Wilcoxon rank sum test. ***, p < 0.001.

To estimate the probability of identifying RAX-binding sites randomly, we compared the enrichment of RAX-binding sites against 1000 times randomly selected genes. Both the proportion of genes with RAX-binding motifs and the number of RAX-binding motifs in the 5 kb promoter regions were determined in the deregulated genes and randomly selected genes (Figure 6B-C). A significantly higher proportion of genes with RAX-binding motifs were identified in the *rx3*^*-/-*^ up-regulated genes compared to the randomly selected genes (Permutation p < 0.1) (Figure 6B). Furthermore, significantly higher numbers of RAX-binding motifs were identified in the 5 kb promoter regions of both down- and up-regulated genes (Permutation p < 0.1) (Figure 6C). The presence of multiple binding sites for the same transcription factor can facilitate regulation of gene expression by increasing transcription factor binding affinity and providing functional redundancy [42]. Thus, we further investigated the effect of number of multiple RAX-binding sites on the gene expression changes in the *rx3*^*-/-*^ mutants. Genes with higher number of RAX-binding motifs exhibited larger gene expression changes in the *rx3*^*-/-*^ mutants (one-tailed Wilcoxon rank sum p < 0.001) (Figure 6D). In summary, this analysis suggests genes significantly deregulated in *rx3*^*-/-*^ mutants are mostly enriched with multiple consensus Rx3-binding sites and potentially actively regulated by Rx3 at 13 hpf.

### Model of Rx3 regulation during early development

Based on the above analyses, we assembled a model of zebrafish Rx3 regulation during early eye development (Figure 7). Neural tissue which expresses *pax6a*, *six3a* and *otx2* progresses to form retinal progenitor cells (RPCs) or forebrain progenitor cells [13]. These genes are not significantly deregulated in *rx3*^*-/-*^ mutants. 

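*pax6a* (chromosome 25), *six3a* (chromosome 13) and *otx2* (chromosome 17) had an RPKM of 12.1 ± 1.83, 8.35 ± 1.09 and 16.2 ± 0.845 in *rx3*-/- mutants and 11.4 ± 1.67, 7.52 ± 1.39 and 17.3 ± 1.12 in siblings (SD, n = 3 pools each). The log2 fold changes were 0.10, 0.15 and -0.09, with standard errors of 0.12, 0.15 and 0.09, so for each gene the difference was about as large as its error. Adjusted p-values were 0.985, 0.985 and 0.984 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and with the replicate number as a block they were 0.677, 0.570 and 0.681 from the same test. Between 646 and 895 reads per mutant or sibling pool were counted on *otx2*, and *mab21l2*, with between 329 and 784 reads per pool, passed the threshold at a log2 fold change of -0.96. The log2 fold change of *otx2* was 0.02, with the opposite sign, when the AB pool was counted as a further control beside the siblings.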

In the absence of Rx3, the optic vesicles do not evaginate, the RPC pool does not expand and consequently RPCs become forebrain cells [6, 11–13]. Our evidence supports the view that this default outcome results from enhanced expression of pro-forebrain genes that are normally repressed by Rx3. In addition, there is reduced expression of pro-retinal genes normally activated by functional Rx3. Our results support a model of progressive specification following Rx3 mediated up-regulation of homeodomain transcription factors and retinoid-signaling pathways for eye development, and down-regulation of pro-forebrain Wnt signaling pathways.

**Figure 7:**
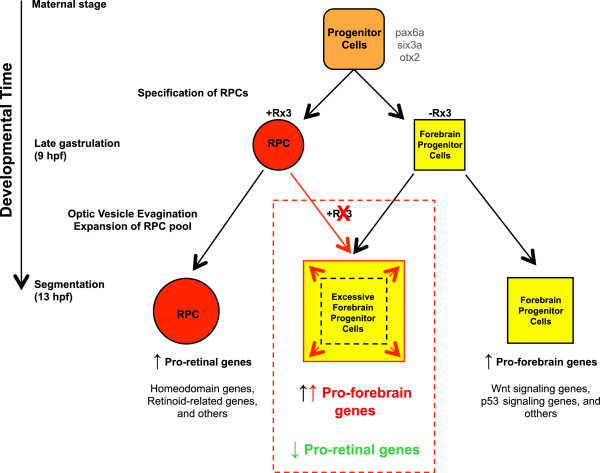
**A proposed model of the role of Rx3 in early eye development.** Rx3 functions to up-regulate pro-retinal genes and down-regulate pro-forebrain genes in the wild-types. Without the function of Rx3 (as indicated in the red dotted box), pro-retinal genes are not up-regulated and pro-forebrain genes are not repressed leading to a failure to properly form eyes and an expanded forebrain.

## Discussion

Here we report, whole transcriptome sequencing of zebrafish *rx3*^*-/-*^ eyeless mutants, a model of human anophthalmia [43]. Rx3 is a conserved transcription factor, whose orthologues are required for eye development in all vertebrates examined, including fish, frogs, mice and humans [2, 3, 9, 23, 44–46]. Here, we show that genes previously linked with microphthalmia, including *aldh1a3*, *rx2*, *six6b*, *vsx2*, and recently *mab21l2* with anophthalmia [47], are constitutive elements of an Rx3-regulated gene network (Table 2, Figure 4). This *proof-of-principle* supports the contention that additional members of this network are candidate genes for congenital defects in human and animal eye development. In addition, these genes represent therapeutic targets as Rx genes can also promote retinal regeneration [48]. Indeed, Rx-regulated genes can be applied to cell-based therapies, directing stem cells to retinal progenitor fates prior to transplantation [49].

### Identification and validation of novel Rx3-regulated genes

Here, whole transcriptome mRNA sequencing (RNA-seq) was used to profile global gene expression changes in 13 hpf *rx3*^*-/-*^ mutants. This stage of eye development was selected as the earliest time point that optic vesicle evagination phenotypes could be detected reliably, and because it is only several hours after the onset of *rx3* expression in the eye field [19]. This experimental design was selected to concentrate analyses on the network of genes that are de-regulated shortly after the absence of functional Rx3 and not genes absent due to the later eyeless phenotype. For example, *nr2e1* regulates later stages of eye development, consistent with its expression in brain regions at the 13 hpf optic vesicle stage and subsequent expression in the eye field from 19 hpf [50, 51]. We compared gene expression profiles of *rx3*^-/-^ mutants versus wild-type phenotype siblings to identify potential Rx3 regulated genes. We considered wild-type phenotype siblings as a better control than wild-type AB strains, because both *rx3*^-/-^ mutants and siblings originate from the AB zebrafish strain (*chk*^*w29*^ allele) by a mutagenesis screening. Our preliminary analyses suggest that normal phenotype siblings and *rx3*^-/-^ mutants share >27,000 single nucleotide variations which are not found in wildtype AB fish (data not shown). This supports the appropriateness of comparing siblings to mutants.

Using whole embryos in the gene expression comparison offers a significant advantage in terms of consistency of tissue sampling to produce less varied data. However, if genes are expressed extensively in fields other than the morphologically affected tissues in *rx3*^*-/-*^ mutants (i.e. outside of eye or forebrain fields), differential changes in expression may be not be sufficiently detectable by RNA-seq. Extensive expression domains may explain why some known differentially expressed genes in *rx3*^*-/-*^ mutants identified by *in situ* hybridization were not confirmed by our whole transcriptome approach (such as *epha4a* or *ephb4a*) [18, 52, 53]. However, we did observe deregulation of some genes with known extensive expression domains (e.g. Table 1, netrin 1 [54, 55]).

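*epha4a* (chromosome 2) and *ephb4a* (chromosome 5) were expressed at an RPKM of 38.2 ± 1.66 and 29.7 ± 0.824 in siblings and 47.1 ± 2.03 and 33.5 ± 0.548 in *rx3*-/- mutants (SD, n = 3 pools each). Both were higher in every mutant pool than in every sibling pool (two-sided exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). The log2 fold changes of 0.30 and 0.18 (standard errors 0.08 and 0.07) were below the 1.5-fold threshold. Adjusted p-values were 0.451 and 0.970 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.00508 and 0.167 with the replicate number as a block.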

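*ntn1b*, on chromosome 3 from 25810033 to 25915079 in Zv9, had 838, 647 and 614 reads in the mutant pools and 372, 386 and 344 in the sibling pools. Its log2 fold change was 0.89 (standard error 0.11, adjusted p = 0.00414 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and with each pool left out in turn it stayed between 0.81 and 0.97, passing the threshold in 5 of the 6 fits. The difference between the groups exceeded the spread between pools, with no mutant pool below 6.72 RPKM and no sibling pool above 4.31 RPKM.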

Following bioinformatic analysis of the RNA-seq data, sixty-nine genes, or ~0.2% of known zebrafish genes, demonstrate a 1.5-fold or higher change in gene expression between 13 hpf wild-type phenotype siblings and *rx3*^*-/-*^ mutants (Figure 1). These differentially expressed genes represent both direct and indirect targets of Rx3. 

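A change of at least 1.5-fold, taken without a test, was seen for 1766 of the 21267 tested genes (8.30%). Among the 16906 genes with more than 10 reads in each of the 6 pools it was seen for 209 (1.24%), so most changes of this size were in genes with 10 or fewer reads in at least 1 pool. With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment added, 27 genes remained without pairing and 93 with the replicate number as a block.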

The presence of RAX-binding motifs as defined by a position weight matrix in the de-regulated genes was shown to further support the contention that some of the genetic network is directly regulated by Rx3 [8, 56]. The core of the RAX binding motif is a short sequence “TAATTA”, thus it is relatively common to find this sequence in the zebrafish genome (about 1 in every 4 kb). In order to estimate the possibility of finding RAX motifs by chance in the Rx3 regulated genes, a permutation test was performed. Indeed, an enrichment of putative RAX-binding sites was demonstrated in genes significantly deregulated in 13 hpf *rx3*^*-/-*^ mutants (Figure 6B). Genes with higher number of RAX-binding sites on promoter are more likely to be actively regulated by Rx3, and exhibit larger change of gene expression in the *rx3*^*-/-*^ mutants (Figure 6C, D). Rx binds to what is referred to as the PCE-1 element (photoreceptor conserved element-1), which is based on the TAAT homeodomain binding core sequence, in photoreceptor promoters to enhance gene expression [57–61]. The lack of a zebrafish Rx3-specific antibody hinders direct validation of these binding sites in the context of optic vesicle morphogenesis *in vivo*.

Quantitative real-time PCR (qRT-PCR) and/or *in situ* hybridisation validated the differential expression of *mab21l2, rx2, hmx1, six6b, vsx2, aldh1a3* and *rorb* (Figure 2). These results highlight the accuracy and sensitivity of the RNA-seq dataset, which is comparable to qRT-PCR, the current standard quantitative method for profiling gene expression. Most of the Rx3-regulated eye field genes were only partially down-regulated, their residual expression being likely due to expression in domains outside of the eye field or partially reduced expression in the eye field due to redundant factors [12]. For example, *mab21l2* is not expressed in *rx3*^*-/-*^ mutant optic vesicles, but its expression in non-eye tissues (e.g. tectum) is unaffected, *i.e.* Rx3-independent [13]. Similarly, *rorab* has a partial down-regulation in *rx3*^-/-^ mutants but is also expressed in tissues beyond the eye [50]. 

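In the mutant pools *rorab* kept 2.04, 1.53 and 1.71 RPKM, against 6.11, 4.87 and 4.84 RPKM in the sibling pools. The AB pool had 4.54 RPKM. By contrast, *rx2* kept 0 to 3 reads per mutant pool. The log2 fold change was -1.57 for *rorab* (standard error 0.14) and -7.90 for *rx2* (standard error 0.30, and 0.664 in DESeq2).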

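*rx1*, on chromosome 22 from 4640101 to 4648020 in Zv9, had 271, 218 and 254 reads in the mutant pools and 271, 323 and 419 in the sibling pools. The RPKM was 4.34 ± 0.239 in *rx3*-/- mutants and 5.99 ± 1.04 in siblings (SD, n = 3 pools each), and no mutant pool reached the lowest sibling pool (two-sided exact permutation test, p = 0.1, the smallest p that 3 pools against 3 allow). The change of -0.47 on the log2 scale (standard error 0.14, adjusted p = 0.712 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was below 1.5-fold in size. In the block fit it was -0.45 (adjusted p = 0.0152 from the same test).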

Interestingly *rx1,* which is expressed solely in the eye, is only slightly down-regulated in *rx3*^*-/-*^ mutants. This indicates that alternative regulators can remain in the eye field to specify retinal cells, but that *rx3* is required for proper optic vesicle morphogenesis. Indeed, we confirmed that several other genes enriched for optic primordium expression, were not significantly deregulated in *rx3*^*-/-*^ mutants (*e.g. arhgap32*, *exoc6, lrrtm1* and *swap70*) (Figure 2A, B) [27, 28]. 

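Reads on the 4 genes were 1493, 1160 and 1333 in the mutant pools and 1251, 1153 and 1346 in the sibling pools for *arhgap32*, and 301, 238 and 279 in the mutant pools and 231, 225 and 283 in the sibling pools for *exoc6*. For *lrrtm1* they were 221, 138 and 158 in the mutant pools and 121, 115 and 133 in the sibling pools, and for *swap70* 427, 277 and 337 in the mutant pools and 490, 478 and 495 in the sibling pools. After scaling for depth, the mutant and sibling values overlapped for *arhgap32* and *exoc6* and did not overlap for *lrrtm1* and *swap70*. In the block fit, the adjusted p-values of *arhgap32*, *exoc6* and *lrrtm1* were 0.785, 0.707 and 0.0882 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.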

In summary, these results support our conclusion that the 69 genes differentially expression in 13 hpf *rx3*^*-/-*^ mutants are indeed constituents of a genetic network deregulated shortly after the absence of Rx3 and not merely due to the morphological absence of the eye.

### Rx3-regulated genetic network during early development

The recessive *rx3* mutation causes an eyeless phenotype along with an expanded telencephalon [11, 13]. These morphological phenotypes are consistent with the molecular profile of gene set enrichment using GO and KEGG pathway databases. Genes down-regulated in *rx3*^*-/-*^ mutants are mainly involved in eye development, and the up-regulated genes are mainly involved in brain development (Figure 3). Specification of the eye field is controlled by a network of eye field transcription factors. The co-expression network built in this study provides insights to Rx3 directed gene interaction during early eye development. Genes deregulated in the *rx3*^*-/-*^ mutants show high levels of connectivity to each other (Figure 4B). Several homeodomain transcription factors (e.g. *hmx1*, *rx2*, *vsx2*) and retinoid-signaling genes (e.g. *aldh1a3*, *rorab*, *rorb*) are at the center of the network. These genes tend to change more dramatically in the absence of Rx3, thus are more highly regulated by Rx3 (Figure 4C). Through these hub genes, Rx3 may act indirectly to regulate more peripheral genes in the network [62]. Homeodomain transcription factors have been shown to be expressed in the anterior region of the neural plate in vertebrates and have a dynamic, overlapping pattern of expression in the presumptive eye field in *Xenopus laevis* [12] *.* They form a self-regulating feedback network that specifies the vertebrate eye field and include *rx1, pax6, six3, lhx2, nr2e1 (tll)* and *six6 (optx2)*. Our analyses indicate that at least one paralog of all of these genes are deregulated in 13 hpf *rx3*^*-/-*^ mutants, e.g. *rx2*, *pax6b, six3b, lhx2, nr2e1* and *six6b* are deregulated, whereas their paralogs do not show differential expression. Similarly, at this timepoint, the *rorα paralog b*, but not *paralog a*, is deregulated in *rx3*^*-/-*^ mutants (Additional file 2: Table S1). Thus, Rx3 differently regulates the expression of transcription factor paralogs indicating a sub-functionalization of the regulation and expression of these gene paralogs [63].

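Of these genes, *rx2* and *nr2e1* passed an adjusted p-value of 0.05 and a 1.5-fold change in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with log2 fold changes of -7.90 and 1.49. *six6b* had a log2 fold change of -1.70 (standard error 0.36, adjusted p = 0.228 from the same test) and *six3b* (chromosome 12) one of -0.49 (standard error 0.08, adjusted p = 0.0583). *pax6b* (chromosome 7) fell by 0.36 on the log2 scale (standard error 0.08, adjusted p = 0.284 from the same test). Of the *lhx2* paralogs, *lhx2b* (chromosome 8) rose by 0.38 (standard error 0.09, adjusted p = 0.432 from the same test), while *lhx2a* (chromosome 21) had 4 to 20 reads per pool and a log2 fold change of -0.96 (standard error 0.49). With the replicate number as a block, the adjusted p-values were 0.00698 for *six6b*, 8.30e-05 for *six3b*, 0.00191 for *pax6b* and 0.00252 for *lhx2b* from the same test, of which *six6b* also passed the 1.5-fold threshold. The paralogs *rx1*, *pax6a*, *six3a* and *six6a* had log2 fold changes of -0.47, 0.10, 0.15 and -0.82, and *six6a* was counted with 3 to 12 reads per pool, a depth that leaves a standard error of 0.53. A difference between paralogs was not tested directly. How the authors' counting treated reads shared by close paralogs is not stated, so their counts may be affected.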

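*roraa*, on chromosome 25 from 34896334 to 35012106 in Zv9, had an RPKM of 0.433 ± 0.130 in *rx3*-/- mutants and 0.380 ± 0.0400 in siblings (SD, n = 3 pools each), from 20 to 35 reads per pool. Its log2 fold change was 0.18 (standard error 0.30, adjusted p = 0.987 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it ranged from -0.04 to 0.38 over the 6 fits that each left out one pool. *rorab* had a log2 fold change of -1.57 (standard error 0.14, adjusted p = 5.44e-04 from the same test). With so few reads, the standard error of *roraa* was larger than its log2 fold change.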

Structural eye malformations can be due to either an excess or deficiency of retinoids. 

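The 3 genes of this receptor family that were examined had log2 fold changes of -1.57 (*rorab*), -2.24 (*rorb*) and 0.18 (*roraa*), and the differences between these genes were not tested. Both *rorab* and *rorb* passed the thresholds of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in each fit that left out one pool and with the replicate number as a block, where their adjusted p-values were 3.55e-12 and 2.62e-08.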

Here, we show that Rx3 is required for normal expression levels of retinoic acid receptor related (RAR)-orphan receptors. Although referred to as orphan receptors, evidence supports *rorb* binding retinoic acid [64]. Retinoic acid is derived from vitamin A by sequential oxidation steps, the generation of retinaldehyde by retinol dehydrogenases (RDH) and the synthesis of retinoic acid by retinaldehyde dehydrogenases (RALDH) [65]. One of the two zebrafish *raldh* genes, *aldh1a3*, also has reduced expression in *rx3*^*-/-*^ mutants. This is consistent with the known role of retinoic acid in eye development including ano-/microphthalmia in humans and zebrafish due to defects in retinoic acid supply [66]. 

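*aldh1a3* had 16, 13 and 11 reads in the mutant pools and 51, 71 and 75 in the sibling pools, so its level was low in both groups. The log2 fold change was -2.32 without and -2.30 with the replicate number as a block (adjusted p = 0.00252 and 1.92e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it stayed between -2.47 and -2.22 with each pool left out in turn. The AB pool, at 1.65 RPKM, was above the sibling mean of 1.26 RPKM.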

For example, drug inhibition of the *aldh1a3* enzyme produces zebrafish with a small eye phenotype [66, 67]. We propose that Rx3 is priming retinal progenitor cells to be responsive to retinoids including retinoic acid or other unidentified ligands for the subsequent optic cup stage of eye development. Loss of forebrain and eyes is most frequently observed upon overactivation of the Wnt/beta-catenin pathway [68–72]. Wnt-signaling deregulation has been described previously in *rx3*^*-/-*^ mutants, including up-regulation of both known positive and negative factors that affect Wnt signaling (*emx3* and *foxg1* respectively) [11, 15, 40, 73]. 

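In the RNA-seq counts *emx3* had a log2 fold change of 0.67 and *foxg1a* one of 1.22, and both passed the thresholds of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The *foxg1a* paralogs *foxg1b* and *foxg1c* had few reads, 9 to 34 and 4 to 11 per mutant or sibling pool, and log2 fold changes of -0.90 (standard error 0.37) and -0.23 (standard error 0.49) that did not pass. *wnt7ba* had 626, 429 and 367 reads in the mutant pools and 262, 245 and 255 in the sibling pools, and *wnt7bb* had 151, 87 and 109 in the mutant pools and 74, 65 and 63 in the sibling pools.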

Our data expands on this to a larger cohort of upregulated genes that may lead to augmented Wnt signaling in parts of the forebrain, including the expanded telencephalon or diencephalon regions [11]. As an example from our extended cohort, Wnt7ba/bb are reported to be expressed in diencephalon-telencephalon border at the 10-somite stage [40, 74].

Temporal expression profiling of genes significantly deregulated in *rx3*^*-/-*^ mutants revealed clusters of genes with synchronised temporal expression patterns (Figure 5). The majority of genes show altered gene expression profiles around the peak of *rx3* expression, confirming its critical role in ensuring accurate expression at this stage of eye development. By examining public *in situ* hybridisation images, the earliest time points of robust detectable expression of *rx2* [19], *hmx1* [75], *rorab* [76] and *rorb* [53] are 10, 14, 12 and 16 hpf respectively, a few hours after the onset of *rx3* [19, 23, 77]. *six7* begins its expression as early as 6 hpf [78]. These observations are very consistent with the data from real-time PCR and RNA-seq in this study (Figure 5A, C). These genes gradually increase after the peak of *rx3* expression, indicative of more downstream roles of Rx3 regulation.

## Conclusion

In summary, Rx3 functions during the optic vesicle stage of development to enhance expression of transcription factors, in particular homeodomain genes, and retinoid-signaling genes, while also inhibiting brain specification pathways. Genes deregulated in the *rx3*^-/-^ mutants showed enrichment of multiple RAX-binding motifs and high gene co-expression connectivity. We propose a model of eye development based on a complex gene network which allows for progressive steps of specification. This Rx3-regulated gene network supports a hierarchical expression of eye field transcription factors specifying early eye development.

## Methods

### Zebrafish husbandry and sample collection

Zebrafish were handled according to standard protocols and animals studies were approved by the University College Dublin Animal Research Ethics Committee (AREC-P-08-54). Heterozygous carriers of a recessive *rx3* mutation (*chk*^*w29*^ allele) were mated. These fish originate from a mutagenesis screen performed in AB zebrafish as described in [13], and have an equivalent mutation as to *chk*^*s399*^ mutants [9] which were further described in [11]. This mutation results in a premature stop codon at amino acid Y133 (Y133X) in the DNA-binding homeodomain of the *rx3* gene. Pairwise matings were used to generate embryos which were pooled prior to sample collection. Offspring were grown to the 8-somite stage in embryo medium containing methylene blue at 28.5°C in 10 hour dark: 14 hour light cycle conditions, where the 8-somite stage is equivalent to 13 hpf under these conditions [79]. The eyeless mutant (*rx3*^*-/-*^) and eyed sibling (morphologically wild type siblings consisting of an unknown ratio of wild-type *rx3*^*+/+*^ and heterozygous *rx3*^*+/-*^ carriers, herein referred to as ‘normal or wild-type phenotype siblings’) samples were distinguished based on their morphology using a dissecting light microscope at the 8-somite stage. Three biological replicates were collected for each sample and one replicate of wild-type (AB strain) embryos at the same developmental stage was collected. Each replicate contained pools of 10 whole embryos. Samples were collected in RNA*later* (Qiagen, Hilden, Germany) and stored at 4°C until processing. The RNeasy mini RNA extraction kit was used to isolate RNA, on-column DNaseI digestion was performed and RNA was collected in RNase-free water, as per manufacturer’s instructions (Qiagen, Hilden, Germany). A Nanodrop spectrophotometer (Beckman, USA) was used to determine the concentration of RNA and a Bioanalyser (Agilent, Santa Clara, USA) was used to confirm the RNA Integrity Number (RIN) of the samples as being between 8 and 8.8.

### cDNA library generation and sequencing

Using 1 μg of total RNA, cDNA libraries were prepared using the mRNA-seq 8-Sample Prep Kit as per manufacturer’s instructions (Illumina, RS-100-0801). Briefly, poly-A containing mRNA molecules were purified using poly-T oligo-attached magnetic beads. Following purification, mRNA was fragmented to ~200 base pair fragments and cDNA generated with ligated adaptors. These products were purified and PCR enriched to create the final cDNA library. Single-Read Cluster Generation Kit v4 was used for cluster generation as per manufacturer’s instructions (Illumina, GD-103-4001). Briefly, cDNA library samples were bound to complementary adapter oligonucleotides grafted on the surface of the Illumina Genome Analyzer flow cell. The templates were copied from the hybridized primer by 3′ extension using a high fidelity DNA polymerase. The 36 Cycle Sequencing Kit v4 on the Genome Analyzer II X platform was used for sequencing (FC-104-4002). The phi X 174 (PhiX) bacteriophage genome DNA was used as a control lane to validate sequencing quality. Samples were sequenced to 42 bp. After 40 bp the sequencing quality at 3′ ends significantly decreased under the acceptable threshold of 20 and sequencing reads were therefore trimmed to 40 bp to ensure acceptable quality. RNA-seq data sets were uploaded to GEO with a series accession number GSE52652.

### Reads alignment and genome annotation

RNA-seq reads were mapped to the zebrafish genome version 9 using TopHat [80] allowing 2 mismatches. TopHat can detect reads across exon splice junctions. Novel transcripts were assembled by Cufflinks using mapped reads [81]. Novel transcripts less than 300 bp were discarded. A customized transcriptome was built by integrating known transcripts from RefSeq, Ensembl and GenBank (downloaded from the UCSC genome browser, February, 2011) [82] and novel transcripts assembled by Cufflinks. These transcripts were clustered into genes based on coding sequence (CDS) evidence using a revised protocol which we previously proposed [21]. Firstly, transcripts with known CDS were clustered into genes by overlapping CDS. Then, transcripts without CDS definitions were clustered into these defined genes if they overlapped with these genes in transcribed regions. Transcripts without overlap to known genes were classified as novel genes. A total of 31,731 genes were defined using the combined set of transcripts. In order to predict function for novel genes, nucleotide sequences of the novel genes were searched against the NCBI nr database using BLASTX [83].

### Counting reads and statistical analysis of RNA-seq data

RNA-seq reads were counted using HTSeq [84]. Only genes having greater than 10 reads from replicate samples progressed to statistical analysis, leaving 21,267 genes. Gene expression level was calculated using the normalized value: reads per kilobase per million reads (RPKM) [85]. Differentially expressed genes were selected using the Bioconductor package DEGSeq based on read counts following a Poisson distribution model [86]. P-values from DEGSeq were corrected using the Bonferroni method. Differentially expressed genes were selected as fold change ≥ 1.5 or ≤ 2/3 with corrected p-value <0.001. Gene set enrichment analysis was performed for differentially expressed genes based on Fisher’s Exact Test. Gene Ontology (GO) [87] and KEGG pathway annotations [29] were downloaded for gene set annotation. In order to improve the zebrafish pathway annotation, KEGG pathway annotations of human homologs were combined with zebrafish annotations for pathway analysis. To study the association of zebrafish genes with human inherited diseases, NCBI OMIM databases were downloaded and human diseases with known causative genes were associated with their zebrafish homologs.

### Identification of RX transcription factor binding motifs

A human RAX position weight matrix was downloaded from MatInspector (Genomatix, Germany). The core of the RAX binding motif is a short sequence “TAATTA”. 5 kb promoter sequences were downloaded for zebrafish genes using the UCSC genome browser [82]. Consensus RAX binding sites were searched for on both strands of promoter sequences using Possumsearch with a threshold of 80% matrix similarity [88]. In order to estimate the possibility of identifying the binding motifs randomly, permutations were performed by randomly selecting the same number of genes as the differentially expressed genes 1000 times. RAX binding sites were searched on the 5 kb promoter sequences of these randomly selected genes. P-values were obtained by counting the chance of obtaining equal or higher number of genes with RAX motifs on the promoter, or equal or higher number of motifs per gene promoter out of 1000 permutations.

### Quantitative RT-PCR

cDNA was synthesised from independent biological replicates of 8-somite stage mutants and siblings by reverse transcription after priming with random hexamers using the Invitrogen Superscript III system. 200 – 500 ng RNA was used per sample. Real-time PCR was performed using Taqman probes as the reporter in the 18S rRNA control samples and SYBR Green as the reporter in all other reactions. Primer sequences for *aldh1a3*: forward GCCCATCGGTGTGTGCGGAG; reverse GGGTCTGCTCCGCCGGTTTG, for *bcr*: forward GCGTCCGGAGCGTGCAGAGTG; reverse GAGGCAACTGATGGACCGTCTGGAG, for *exoc6*: forward TGAAAACCATGGAGCAGCTA; reverse CTGTGCTTAAGCCGTTGTGA, for *hmx1*: forward AGCGGTTGTGCGGTTGACGA; reverse GGCTGAGCCGGGTTCGGAAG, for *im:7150060/arhgap32*: forward CCAGTTGCTTGTGATTAAAACCT; reverse AAGCCCAGTCAGTGCAACTT, for *lrrtm1*: forward AACACCCTTGAGTGGACCTG; reverse GTGTGGTTGCTTCCACATTG, for *mab21l2*: forward TCGGGCTGTAGGAAGAAATG; reverse TCTCTTGCCAGTCTCCAGGT, for *rorab*: forward TTAGCAGTGGGCATGTCAAG; reverse GAGGGCTGAATGTCCAGGTA, for *rorb*: forward AAGCAGAAGCCCTCGCTCGGG; reverse CACCGTTCGCCTGGCCCTTG, for *rx2*: forward CGATGCAGATTTGGGAGAC; reverse AGGCAGGTTGACTTTCATGG, for *rx3*: forward GTGGCCTGCCGTTAGAGCCC; reverse CGGCCTGCTGAGGGGTGATG, for *six6b*: forward TCGAACGGCTCGGTTCGGTC; reverse GCGGCTTTGCTGGACAGGGCT, for *six7*: forward GGCGGGAATTTCGAGGCGCT; reverse GCTCCGCCTCCCGGTAATGC, for *swap70*: forward CTGCTGGAGGAGGAAGTGTC; reverse CTGAATACTGAGAAAAGATCATCACC, for *vsx2*: forward AACGGGGGAAATAACAATCC; reverse CTGAGCTGGCAGACTGGTTA. A eukaryotic 18S rRNA probe (Applied Biosystems, 4310893E) served as an internal reference for normalisation. The initial cycle was 2 minutes at 50°C and 10 minutes at 95°C. Then the samples were cycled at 95°C for 15 seconds and 60°C for 1 minute. Ct values were normalized according to the lowest abundant sample. Student’s t-test was used to determine significance with a p-value <0.05.

### Wholemount *in situ*hybridisation

Expression of zebrafish genes (*hmx1* and *six7*) was analyzed in *rx3*^-/-^ mutants (*chk*^*w29*^ larvae) by wholemount *in situ* hybridization. *six7* cDNA-containing plasmid was a gift from Professor Hee-Chan Seo’s lab [78]. *hmx1* cDNA-containing plasmid was a gift from Professor Andrew J. Waskiewicz’s lab [75]. These plasmids were used to generate DIG-labelled probes. Embryos were fixed overnight at 4°C in 4% paraformaldehyde (PFA). *In situ* hybridization was performed on whole wild-type and mutant embryos as previously described [89].

### Public zebrafish development RNA-seq data sets

Public zebrafish RNA-seq data sets from early developmental stages were downloaded from GEO with accession number GSE22830 [34] and Sequence Read Archive ERP000400 [35]. RNA-seq reads were aligned using Tophat [80] using the customized transcriptome built in this study as described above. RNA-seq reads were counted using HT-seq. RNA-seq data for wild type larva at 13 hpf from this study was incorporated with the public data sets. Read counts were transformed into RPKM values and quantile normalized. Biological replicates from the same developmental stages were averaged. Hierarchical clustering was performed using Euclidean distance with complete linkage. Gene co-expression groups were defined by cutting the hierarchical clustering trees.

### Constructing a gene co-expression network

Gene correlation scores were calculated using normalized log2 transformed RPKM values from the public RNA-seq data sets and 13 hpf wild type larvae produced in this study. Correlation coefficients ≥0.95 or ≤ -0.95 were selected as showing high positive and negative co-expression. Genes showing high co-expression with at least one other gene were included in the co-expression network. The co-expression network was plotted using Cytoscape [90]. In order to access the connectivity of deregulated genes, the connectivity score was calculated as average absolute value of correlation coefficients of any gene pairs of the selected gene set. Permutation test was performed to evaluate the significance of the connectivity of deregulated genes. The connectivity score of the same number of randomly selected genes was calculated. Permutation was performed 1000 times, and p-value was obtained by counting the chance of obtaining equal or higher connectivity score in the permutation.

### Availability of supporting data

RNA-seq data sets in this study were uploaded to GEO with a series accession number GSE52652.

## Electronic supplementary material

Additional file 1: Figure S1: Quality control for the RNA-seq experiment. (A) Average percentage of reads mapping to unique or multiple locations in the genome. (B) Average percentage of reads with perfect match, or 1–2 bps mismatch to the genome. (C) Distribution and average standard deviation of read counts of genes. (D) Distribution and average standard deviation of reads per kilobase per million reads (RPKM) of genes, with lowly expressed genes removed.

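Additional file 2 lists 59 known and 10 newly assembled genes with their position in Zv9, the RPKM of siblings and of *rx3*-/- mutants, a log2 fold change and a corrected p-value. Its log2 fold change is that of siblings over mutants, so genes lower in mutants have positive values there and negative values in the edgeR results given beside the text. The paper's methods give the test behind these corrected p-values as a Poisson model of read counts with a Bonferroni correction. For example, *crtac1* is listed with the smallest corrected p-value of the known genes, and its RPKM in the mutant pools was 144, 147 and 30.2.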

Additional file 2: Table S1: List of differentially expression genes between *rx3* ^*-/-*^ and wild-type phenotype siblings.

# Supplementary material for: Genes and signaling networks regulated during zebrafish optic vesicle morphogenesis
**Source:** BMC Genomics. 2014 Sep 30;15(1):825. doi: 10.1186/1471-2164-15-825

(A)

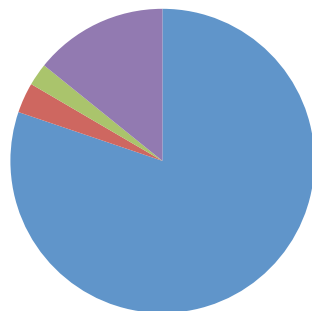

■ Uniquely aligned  
 ■ Aligned two times  
 ■ Aligned  $\geq$  three times  
 ■ Reads without alignment

(B)

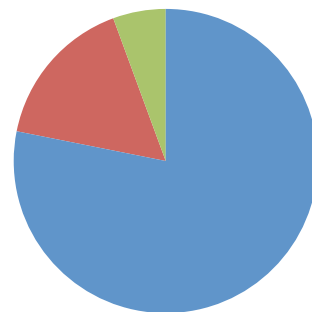

■ Perfect match  
 ■ 1 mismatch  
 ■ 2 mismatch

(C)

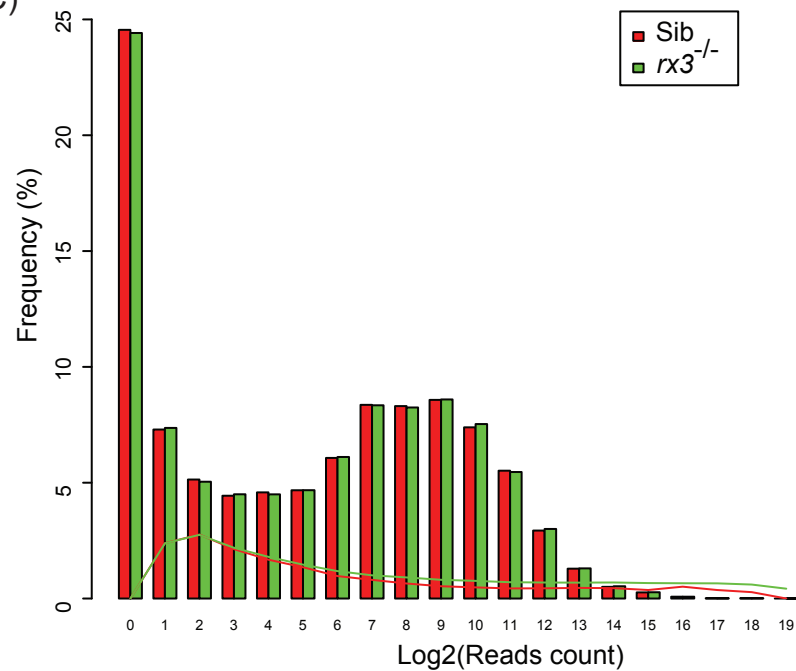

(D)

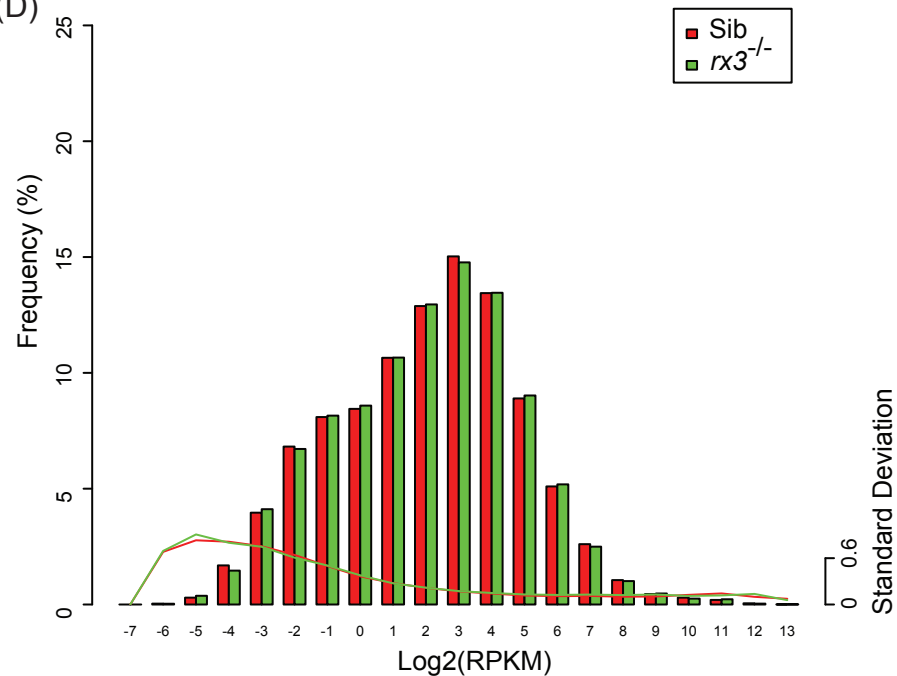

**Supplement:** Supplementary file 1 — Additional file 1: Figure S1: Quality control for the RNA-seq experiment. (A) Average percentage of reads mapping to unique or multiple locations in the genome. (B) Average percentage of reads with perfect match, or 1–2 bps mismatch to the genome. (C) Distribution and average standard deviation of read counts of genes. (D) Distribution and average standard deviation of reads per kilobase per million reads (RPKM) of genes, with lowly expressed genes removed.

How the deposited data were processed for this re-analysis (not part of the article)

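RNA from 7 pools of 10 whole zebrafish embryos at 13 hpf (8 somites) was compared: 3 pools of *rx3*-/- mutants, 3 pools of wild-type phenotype siblings and 1 pool of the AB strain. The mutants were sorted from their siblings by eye morphology, and the siblings are *rx3*+/+ or *rx3*+/- in unknown ratios.

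The authors made the read counts by aligning reads to the Zv9 build with TopHat, allowing 2 mismatches, and counting them with HTSeq on a set of 31731 genes that combines public annotation with transcripts assembled from their own reads. They deposited these counts for each pool as whole numbers without normalization. The authors also computed RPKM values, reads per kilobase of gene scaled to the reads counted on genes in the pool, and deposited them beside the counts. The gene length implied by counts and RPKM was checked for 2872 genes with at least 1000 reads, and it varied between pools by at most 0.299%. Counts, not RPKM, were used for the edgeR, DESeq2 and Poisson tests. RPKM was used to show levels and to see whether the mutant and sibling pools overlapped, which the exact permutation tests of single genes go with.

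Reads on genes ranged from 15820787 to 19941637 per pool (median of the 7 pools 16924660). A floor of 3 reads corresponds to at most 0.190 CPM, and such floors and counts cover counting error only, not the differences between pools.

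Genes with more than 10 reads summed over the 6 mutant and sibling pools were tested, which left 21267 genes. The mutant and sibling pools were compared in edgeR 4.0.16 (R 4.3.3), with TMM factors, a quasi-likelihood fit and test, and Benjamini-Hochberg adjustment over the tested genes. A gene counted as differentially expressed at an adjusted p-value under 0.05 and a fold change of at least 1.5 in either direction. No covariate entered this fit. Every adjusted p-value given without another source is from edgeR's quasi-likelihood test. Standard errors from edgeR are the absolute log2 fold change divided by the square root of that test's F statistic. The AB pool was left out of the fit of mutant against sibling pools because it is 1 pool without replicate. It entered only the alternatives that name it, and was placed by its distance to the other pools in log2(CPM + 0.5).

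The alternatives were RLE factors or total counts in place of TMM, the Wald test of DESeq2 1.42.0, no filter beyond 1 read, a filter of more than 10 reads in each of the 6 pools, the AB pool as a group of its own or as a further control, the replicate number as a block, each pool left out in turn, edgeR with a Bonferroni p-value under 0.001, and a Poisson model of the reads pooled by group (exact binomial test) with a Bonferroni p-value under 0.001. The last one follows the description of the test in the paper's methods, since the package DEGseq was not used here. Same-numbered mutant and sibling pools were treated as pairs in the block fit on the strength of the labels alone, and the pairing was checked by correlating deviations from the group means over 16906 genes.

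These tests were tried on simulated data with 200 genes changed 2-fold. The changed genes were drawn only from genes with many reads, so recovery of genes with few reads was not tried. The simulated spread between pools was that of the fit without a block, and differences between pairs were added on top of it. Without differences between pairs, edgeR recovered 97% of them with 4 unchanged genes called, and with the block 97.5% with 4. With differences between pairs added, edgeR recovered 78.5% with 2 unchanged genes called, the block fit 96% with 5, DESeq2 87% with 1 and the pooled Poisson model 99.5% with 9. Without the fold change threshold, the Poisson model called 1107 unchanged genes in that simulation and edgeR called 2.

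A set of 22 Wnt ligand genes, those whose symbol begins with wnt and a digit, was tested with camera of limma 3.58.1. Camera's default preset correlation between genes was used, not one estimated from the set. The share of each chromosome among the differentially expressed genes was tested with a two-sided Fisher's exact test, adjusted over the 25 chromosomes. Exact permutation tests compared single genes between 3 mutant and 3 sibling pools, and cannot give a two-sided p-value under 0.1. All 10 splits of the 6 pools into 3 against 3 were fitted as well. The other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

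The genes named are those the paper names for the RNA-seq comparison, in its tables, figures and text, and, among genes it does not name, up to 5 with the largest rise and up to 5 with the largest fall that passed both thresholds with no overlap between the mutant and sibling pools. Of the latter kind there was 1, *ek1*. The paper's 69 genes were matched to the count tables by their position.

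The real-time PCR, in situ hybridization and staged time course of the paper, its co-expression network and its tests of functional terms, pathways and binding motifs were not analysed here.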

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

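The tests that set splits of the pools beside the block fit were chosen only after its result was seen.

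*ek1*, on chromosome 24 of Zv9 from 28418724 to 28587197, is the gene that passed an adjusted p-value of 0.05 and a 1.5-fold change in edgeR's quasi-likelihood test and is not in the paper's list. Its RPKM was 7.34 ± 0.104 in *rx3*-/- mutants and 4.89 ± 0.476 in siblings (SD, n = 3 pools each), and 3.43 in the AB pool. The log2 fold change was 0.59 (standard error 0.09, adjusted p = 0.0330 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 mutant pools above all 3 sibling pools. Its value lies close to the 1.5-fold threshold. With RLE factors the log2 fold change was 0.59 (adjusted p = 0.0344 from edgeR) and with total counts 0.59 (adjusted p = 0.0379 from edgeR), so the normalization did not move it. Of the 6 fits that each left out one pool, 1 kept it past the threshold, and with the AB pool as a further control the adjusted p was 0.178 from edgeR at a log2 fold change of 0.70. Depth did not separate the groups, since the mutant pools hold both the largest and the smallest number of reads, and between 521 and 1043 reads per mutant or sibling pool were counted on the gene. Reads shared with related genes were not tested, as counts alone cannot separate them. With the replicate number as a block the log2 fold change was 0.59 and the adjusted p = 4.51e-06 from edgeR. The doubt about this gene rests on the fits without pairing that left out one pool, where the log2 fold change ran from 0.54 to 0.67, on the fit with the AB pool as a further control, and on the fit with no filter, where the log2 fold change of 0.579 fell just short of 1.5-fold (adjusted p = 0.0137 from edgeR). A count of splits could not separate its rise from chance differences between the pools, whatever the values, since 1 in 4 is the smallest share that the splits that part the pairs allow.

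With the replicate number as a block, 334 genes had an adjusted p-value under 0.05, and 267 of them are not in the paper's list. Among the 267, 135 rose and 132 fell, with a median absolute log2 fold change of 0.36. A change of at least 1.5-fold was found for 27 of them, 17 rises and 10 falls. In the fit without the block all 27 had the same direction. This is no separate check, since both fits use the same pools and every replicate number is present in both groups. Of the 27, 19 had no overlap in RPKM between mutant and sibling pools, 21 had more than 10 reads in each of the 6 pools, 3 lie on chromosome 21, and 6 passed the Bonferroni threshold of 0.001 in the pooled Poisson model. The number of genes past an adjusted p-value of 0.05 in the real split, 334, was matched by 1 of the 4 splits that part the same-numbered pairs, the real one itself. The other 3 gave 0 genes with the block, with 845, 424 and 500 genes at an unadjusted p-value under 0.05. The smallest share that 4 splits allow is 1 in 4, whatever the counts, so this share decides nothing about chance differences between the pools. In the simulation with differences between pairs, the block fit called 7 unchanged genes without the fold change threshold, with the pairs known. That simulation took its spread from the fit without the block, where the biological coefficient of variation was 11.9%, against 6.44% with it. The count of 7 therefore need not hold for the real block fit. Whether the labels pair the pools correctly is the premise of this fit. The mean correlation of same-numbered pools was 0.390, and it was 0.334 with replicates 1 and 2 exchanged. Gene length, depth and the share of the 10 highest genes were tested for the pattern of the replicate numbers and are given with it. A biological reading, that these are further genes that respond to the loss of Rx3, is a hypothesis that the 6 pools do not settle.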

How the results depend on the processing

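The alternatives were set before the data were examined, except the denominator of the shares by RPKM and 2 scalings for the Wnt ligand genes, which were chosen after seeing the data.

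With RLE factors, total counts or all 7 pools in the fit, the counts of differentially expressed genes were the same as with TMM and 6 pools: 28 genes with an adjusted p-value under 0.05, 10 lower and 17 higher at 1.5-fold or more, and 26 of the paper's genes. No filter gave 36, 11, 20 and 31, and more than 10 reads in each pool gave 25, 8, 16 and 23. Without *rx3*-/- replicate 3 or without sibling replicate 3, each of the 4 counts stayed within 1.5 times. The other settings moved at least 1 of these 4 counts by more than 1.5 times, and the cause was not tested. DESeq2 gave 54 genes, 16 lower and 25 higher, with 39 of the paper's genes. The replicate block gave 334, 33 and 60, with 66 of the paper's genes. The pooled Poisson model gave 982, 23 and 46, with 69 of the paper's genes, and edgeR with a Bonferroni p-value under 0.001 gave 3, 2 and 1, with 3 of the paper's genes. With the AB pool as a further control there were 20, 9 and 11, and 20 of the paper's genes. Across the 6 fits that each left out one pool there were from 17 to 32 genes with an adjusted p-value under 0.05, from 10 to 12 lower, from 7 to 20 higher and from 17 to 30 of the paper's genes.

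Log2 fold changes of 57 named genes were recomputed under the alternatives that fit a model of counts with replicates, 791 values in all. Of these, 711 kept their direction and their side of the adjusted p-value of 0.05, 44 no longer passed it, 32 newly passed it and 4 changed sign. In 53 of the 57 genes the sign was kept in all of them. With more than 10 reads in each pool, 50 of the 57 genes were tested and the other 7 have no value. The sign changed for *otx2*, whose log2 fold change was 0.0247 with the AB pool as a further control, and for 3 genes among the fits that left out one pool: *roraa* from -0.0373 to 0.38, *adh8b* from -1.73 to 0.0636 and *eno1* from -0.0429 to 1.22. Of the 27 named genes past the threshold, 16 passed in all these alternatives. With the replicate block, 19 genes newly passed and 0 no longer did, and with the AB pool as a further control 7 no longer did.

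The AB pool was nearer to the siblings for 55 of the paper's genes with TMM, total counts and either pseudocount, for 54 to 56 with one pool left out, and for 26 of the 27 genes of the edgeR fit. The median log2 fold change over all tested genes was 0.00135, and it ranged from -0.00673 to 0.00387 with one pool left out, values that the scaling sets near 0.

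The odds ratio of chromosome 21 was 1.00 among the 27 genes of the edgeR fit (adjusted p = 1 in Fisher's exact test), 0.964 without the fold change threshold, 2.90 with DESeq2, 1.12 with more than 10 reads in each pool, and from 0 to 1.302 with one pool left out. It was 6.04 among the paper's known genes and 4.80 with the replicate block, where the adjusted p-values were 0.000228 and 0.000152 in Fisher's exact test. Chromosome 21 was chosen because of the paper's known genes, so the first p-value restates that choice. The genes of the block fit include 66 of the paper's genes, so the second is not independent of it. The Wnt ligand genes kept a median above 0 in the alternatives run for this set: it was between 0.01 and 0.09 with one pool left out, 0.07 with RLE factors, total counts or more than 10 reads in each pool, and 0.08 with the replicate block. DESeq2, no filter and the fits with the AB pool were not run for it. Without *wnt7ba* and *wnt7bb* the median was 0.0605 and no longer passed 0.05 in limma's camera test (adjusted p = 0.0906, 1 set tested).

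Over the genes tested, 42.4% had an RPKM of 5 or more and 36.4% from 0.5 to under 5, against 28.4% and 24.6% over all genes.

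Counts of a few reads limited *roraa*, *six6a*, *lhx2a*, *foxg1b* and *foxg1c*, whose standard errors lay between 0.30 and 0.53 on the log2 scale. The results planned on motif cores upstream of genes, with their alternatives, were not run, because they need the genome sequence, which was not used here.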

Differences from the paper's values

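No test in this part was chosen after its result was seen, apart from the denominator of the shares by RPKM.

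The paper states 69 differentially expressed genes, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a 1.5-fold threshold gave 27, of which 26 are in the paper's list. The paper's 23 down-regulated genes compare with 10, and its 46 up-regulated genes with 17. Of the alternatives set before the data were examined, the pooled Poisson model with a Bonferroni p-value under 0.001 reached the paper's values, with 69 genes, 23 down and 46 up, and all 69 were those of the paper's list. The paper's methods describe a Poisson model with a Bonferroni correction. With the replicate block the total was 93, 33 down and 60 up, within 1.5 times the paper's values. DESeq2 came within 1.5 times for the down-regulated genes, with 16, but not for the 25 up-regulated genes or the total of 41. None of the other alternatives closed the gap: RLE factors, total counts, no filter, more than 10 reads in each pool, the AB pool as a group of its own or as a further control, edgeR with a Bonferroni p-value, and each pool left out in turn.

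The paper gives 52% of the annotated genes at an RPKM from 0.5 to under 5. Over all 31731 genes of the count tables the share was 24.6%, and the share at 0.5 or more was 53.0%. In every pool at least 46.7% of all genes were under 0.5, so 28% and 52% cannot be separate shares of all genes. Over all genes the paper's 52% therefore matches the share at 0.5 or more, and not the range it is given for. Over the 21267 genes tested, the denominator used at first, the share was 36.4%, which is within 1.5 times the paper's 52%, but the share at 5 or more was then 42.4%, against the paper's 28% and 28.4% over all genes. The denominator of all genes was chosen after seeing the values over the genes tested. No alternative for this share had been set before the data were examined.

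For all 69 genes of the paper's list the log2 fold change differed from the paper's by less than its error, by at most 0.11, and none of the 138 mean RPKM values differed from the paper's by both more than the spread between pools and more than 1.5 times.

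The paper names *pax6b*, *six3b* and *lhx2* among the deregulated genes. In edgeR's quasi-likelihood test, *pax6b* had an adjusted p = 0.284 (log2 fold change -0.36), *six3b* 0.0583 (-0.49), *lhx2b* 0.432 (0.38, a rise) and *lhx2a* 0.970 (-0.96), and none of the fold changes of *pax6b*, *six3b* and *lhx2b* reached 1.5. The paper lists *ccdc90b*, *pou3f3a*, *dmrta2* and *crtac1* among its most significant genes, and their adjusted p-values from edgeR were 0.419, 0.158, 0.0652 and 0.970. It also lists *rx3*, *six6b*, *foxd1* and *wnt7bb* as differentially expressed, and their adjusted p-values from edgeR were 0.186, 0.228, 0.204 and 0.432. With the replicate block, all 8 of these listed genes passed, and *pax6b*, *six3b* and *lhx2b* had adjusted p-values of 0.00191, 8.30e-05 and 0.00252 from edgeR, with changes that again did not reach 1.5-fold, while *lhx2a* had 0.368.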

Other observations

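The tests of the shared deviations of same-numbered pools, of the side of the AB pool and of the splits with the replicate block were chosen only after their results were seen.

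The 6 mutant and sibling pools can be split into 3 against 3 in 10 ways, of which 4 part the 3 same-numbered pairs and 6 part 1 pair and leave the other 2 on one side. Among the 4, the real split alone gave as many genes, so 1 of the 4 had 28 or more genes with an adjusted p-value under 0.05, 1 of the 4 had 10 or more lower genes, 1 of the 4 had 17 or more higher genes, and with the replicate block 1 of the 4 had 334 or more. The other 3 splits gave 0 genes without the block, with 347, 220 and 257 genes at an unadjusted p-value under 0.05. A share of 1 in 4 is the smallest these splits can give, whatever the counts. This share therefore decides nothing about chance differences between the pools. The 6 splits that part 1 pair gave 0 to 3 genes, with 228 to 3114 at an unadjusted p-value under 0.05.

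The pooled Poisson model with the paper's thresholds gave 69 genes in the real split and 11, 15 and 8 in the other 3 splits that part the pairs. Mixed groups therefore also gave up to 15 genes under a model that carries no spread between pools, fewer than the real split. In the splits with both pools numbered 3 on one side, 224, 212, 149 and 241 genes passed the same thresholds, more than in the real split. How many of the 69 genes arise from spread between pools cannot be told from these splits.

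Pools with the same replicate number deviated from their group means together, with a mean correlation of 0.390 across 16906 genes. This rests mostly on replicate 3, with 0.599, since the 0.318 and 0.253 of replicates 1 and 2 compare with 0.277 and 0.128 when these 2 are exchanged. Deviations from a group mean add up to 0 within the group, so the correlations of pools with different numbers are not separate evidence. In the block fit 2247 genes differed by replicate number at an adjusted p-value under 0.05 in edgeR, 2823 between replicate 3 and the other 2, and 8 between replicates 1 and 2, where 334 differed by genotype. Of the paper's 69 genes, 16 differed by replicate number, among them *crtac1* (log2 difference of replicate 3 from the others -1.72), *adh8b* (1.88), *eno1* (-2.52) and *igfbp1a* (-1.02). Depth was not the source by the test made, since mutant replicate 3, with 16924660 reads, lay within the range of the pools numbered 1 and 2. The deviation of the pools numbered 3 had a Spearman rho of 0.0569 with gene length and of 0.117 with mean expression, across genes, which are not independent replicates. Both are small, and whether a technical difference tied to expression level lies behind the larger one was not tested. The share of reads on the 10 highest genes was 7.65% in sibling replicate 3, below sibling replicates 1 and 2 (7.75% and 8.02%). It was 7.91% in mutant replicate 3, between mutant replicates 1 and 2 (7.87% and 8.18%). With so few pools, these shares do not decide whether the pools numbered 3 shifted together. A clutch, collection or library batch shared by same-numbered pools may lie behind the correlation of 0.390, but these cannot be told apart, since the paper's text does not name what the numbers stand for. The paper's methods state that embryos from pairwise matings were pooled before samples were collected, which speaks against a single clutch behind each number, though not against different sets of matings. A biological explanation was not tested, as no condition follows the numbers.

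Chromosome 21, which carries *rx3*, was examined because 11 of the paper's 59 known genes lie on it. Among the 27 genes of the edgeR fit the odds ratio of chromosome 21 was 1.00 (1.001 before rounding), with 1 gene, which is too few to place a pattern, and linkage to *rx3* cannot be told apart from its absence there. In the block fit, 21.9% of 763 tested genes of chromosome 21, *rx3* left out, had an unadjusted p-value under 0.05, against 12.0% on the other chromosomes (odds ratio 2.05, p = 8.14e-14 in Fisher's exact test, across genes that are not independent). This was the highest share among the 25 chromosomes, and the next, chromosome 19, had 14.2%. Within 10 Mb of *rx3* the share was 24.9% (333 genes), and beyond it 19.5% (430 genes), a difference with p = 0.0780 in Fisher's exact test. In the other 9 splits of the pools, the genes past the pooled Poisson thresholds had a chromosome 21 odds ratio as high as the 5.08 of the real split in 0 splits, with at most 2.17 from 1 gene in 1 of them, so haplotypes that differ between clutches whatever the genotype were not seen to give the excess. The share of 21.9% is consistent with genes linked to *rx3* that differ because mutants share a parental haplotype around the mutation, a hypothesis. Reads that map less well on one haplotype and differences in expression between haplotypes would look alike in counts, and the pattern cannot be told apart from either. Of the paper's genes on chromosome 21, among others *celf4*, *lhx5* and *gstt1b* lie within 5 Mb of *rx3*, and *ccdc90b* and *ppp3ca* beyond 10 Mb.

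The AB pool lay beyond all 3 sibling pools, on the side away from the mutants, for 28 of the paper's 69 genes, and beyond them on the mutant side for 18. Among the 27 genes of the edgeR fit these numbers were 16 and 4, while among all tested genes the shares were 30.5% and 35.6%. Siblings with 1 intact *rx3* copy, or mutants sorted among the siblings, may give such a pattern for the 28 genes, but the AB pool is also of another background and is 1 pool, and the pattern cannot be told apart from a difference of strain.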
